# Genes targeted by the Hedgehog-signaling pathway can be regulated by Estrogen related receptor β

**DOI:** 10.1186/s12867-015-0047-3

**Published:** 2015-11-23

**Authors:** Yuan Lu, Jilong Li, Jianlin Cheng, Dennis B. Lubahn

**Keywords:** Estrogen related receptor, Hedgehog signaling pathway, Gene expression profiling, RNA-Seq, Gene interactions

## Abstract

**Background:**

Nuclear receptor family member, Estrogen related receptor β, and the Hedgehog signal transduction pathway are both reported to relate to tumorigenesis and induced pluripotent stem cell reprogramming. We hypothesize that Estrogen related receptor β can modulate the Hedgehog signaling pathway and affect Hedgehog driven downstream gene expression.

**Results:**

We established an estrogen related receptor β-expressing Hedgehog-responsive NIH3T3 cell line by Esrrb transfection, and performed mRNA profiling using RNA-Seq after Hedgehog ligand conditioned medium treatment. Esrrb expression altered 171 genes, while Hedgehog signaling activation alone altered 339 genes. Additionally, estrogen related receptor β expression in combination with Hedgehog signaling activation affects a group of 109 Hedgehog responsive mRNAs, including *Hsd11b1*, *Ogn*, *Smoc2*, *Igf1, Pdcd4, Igfbp4, Stmn1, Hp, Hoxd8, Top2a, Tubb4b, Sfrp2, Saa3, Prl2c3* and *Dpt*.

**Conclusions:**

We conclude that Estrogen related receptor β is capable of interacting with Hh-signaling downstream targets. Our results suggest a new level of regulation of Hedgehog signaling by Estrogen related receptor β, and indicate modulation of Estrogen related receptor β can be a new strategy to regulate various functions driven by the Hedgehog signaling pathway.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12867-015-0047-3) contains supplementary material, which is available to authorized users.

## Background

Hedgehog (Hh) signaling is a pivotal signaling pathway in embryonic pattern formation, stem cell/cancer stem cell self-renewal, as well as induced pluripotent stem cells induction [1–12]. An early study showed the Hh-signaling inhibitor, cyclopamine, is enriched in *Veratrum californicum.* This plant when consumed by pregnant sheep resulted in a midline differentiation defect in offspring [13–17]. Hh-signaling activation can lead to reprogramming by driving the expression of Bmi1, and the endogenous Smoothened activator, oxysterol, can facilitate reprogramming [8].

Similar to other core development related pathways, deregulated Hh-signaling due to the mutation or overexpression of pathway components and/or pathway ligand induces a variety types of cancers including basal cell carcinoma, medulloblastoma, bladder cancer, breast cancer, cervical cancer, liver cancer, colon cancer, prostate cancer, gastric cancer, pancreas cancer, head and neck cancer, lymphoma and non-small cell lung cancer [18–32]. The pivotal role of Hh-signaling in cancer development makes Hh-signaling an attractive target for drug development [33–36]. For example, the FDA in 2012 approved GDC-0449, an Hh pathway inhibitor targeting Smoothened for basal cell carcinoma treatment [33, 37, 38].

Hh signaling pathway is controlled by membrane proteins Patched (Ptch) and Smo. When there is no ligand bound to Ptch, Ptch inhibits Smo and keeps the downstream pathway inactivated. When Ptch binds to Hh ligand, the inhibition of Ptch on Smo is relieved and the Hh-signaling pathway is activated. One of the broadly accepted mechanisms of Hh-signaling target genes response is through the binding of Gli family transcription factors to Gli-binding sites in the regulatory sequence of Hh regulated genes.

Esrrb belongs to the nuclear receptor family [39–41]. It is important in early embryo development as genomic knock out of Esrrb is embryonic lethal due to the placenta deformation resulted from early differentiation of trophoblast stem cells [42]. Recent research showed that Esrrb was found to be a core reprogramming factor in inducing pluripotent stem cells (iPSC). C-myc and klf4 of Yamanaka factors (Oct4, Sox2, Klf4, c-Myc) can be replaced by Esrrb [43–46]. Esrrb was also reported to drive Sox2 transcription to induce reprogramming in a single cell reprogramming system, revealing its central role in differentiation [47]. In addition, Esrrb was found to play an important role in tumorigenesis in both in vitro and in vivo studies. It is down-regulated in prostate cancer and re-expression of Esrrb in prostate cancer cells inhibited cancer cell proliferation through tumor suppressor Cdkn1a/p21 induction [48, 49].

Esrrb has been reported to be constitutively active in the absence of a ligand and this is supported by the evidence that Esrrg, which shares over 80 % of its Ligand Binding Domain with Esrrb, has a transcriptional active conformation similar to E2-activated Estrogen Receptor [50–53]. Another explanation for this endogenous activity is that Esrrb binds to an unknown endogenous ligand. The Esrrb endogenous ligand hypothesis is supported by a report that culturing the cells with charcoal-stripped serum-containing medium can eliminate the transcriptional activity of Esrrb on SFRE/ERRE [54].

Knocking down Esrrb in mouse embryonic stem cells was shown to affect the transcription of several Hh-signaling pathway related genes, including *Gli2* and several Wnt family members, indicating Esrrb can potentially regulate Hh driven gene expression [55].

Although Gli transcription factors are relatively well known for transmitting Hh-signaling to target genes, other factors mediating the Hh-signaling activity are not well studied. For example, *Dner, Fbn2, Hsd11b1* and *Brak* are Hh responsive genes in fetal prostate, but overexpression of *Gli1* or *Gli2* cannot affect the transcription of these 4 genes. However, the expression of active Smo significantly increased the mRNA concentration of these genes [56], indicating there is at least one other mechanism accounting for the Hh-signaling target gene transcription regulation.

Due to the importance of both Esrrb and Hh-signaling in development and tumorigenesis, we hypothesized that Esrrb can regulate Hh-mediated transcription regulation and can serve as a regulator of Hh-signaling target genes. By employing mRNA profiling, we emphasized on the discovery of Esrrb-regulated Hh-signaling pathway-targeted genes and we report 109 genes that differentially respond to Hh-signaling activation with Esrrb present.

## Results

### Establishment of model cell lines

With the purpose of exploring whether Esrrb can regulate Hh-signaling targeted genes, we require a Hh-responsive cell line. NIH3T3 cells are commonly used as Hh-responsive cell line. Additionally, this cell line does not express Esrrb, making it a good model that provides clean background of Esrrb. To make the NIH3T3 cells Esrrb positive, we stably transfected Esrrb into NIH3T3 cells. The control vector transfected NIH3T3 cells (NIH3T3-pc3.1) have no Esrrb expressed as mentioned before. In contrast, NIH3T3 cells transfected with Esrrb expression vector (NIH3T3-Esrrb) have significantly increased Esrrb protein concentration (Fig. 1a). Compared to HEK293 cells, which have endogenous Esrrb expressed but lack of detectable Hh-signaling response, the concentration of overexpressed Esrrb in NIH3T3 cells attained a physiological relevant concentration (Fig. 1a).

**Fig. 1:**
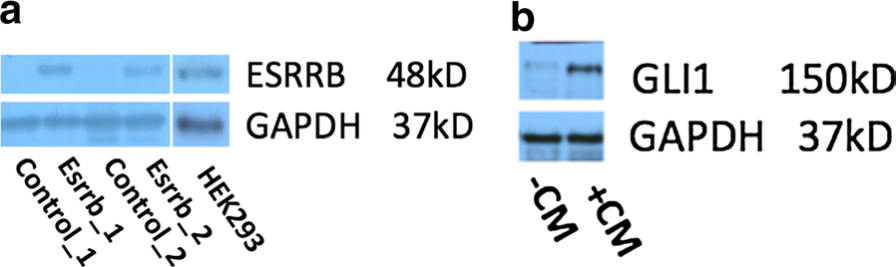
Characterization of model cell line. **a** Expression of Esrrb is confirmed by Western blot. Two replicates of Esrrb transfected cells showed successful expression of Esrrb protein and **b** 1 % Hh-CM treated NIH3T3-pc3.1 showed increased concentration of Gli1 protein

### Hedgehog signaling and Esrrb regulated genes

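RNA-Seq data of NIH3T3 cells, a mouse embryonic fibroblast line that responds to Hedgehog ligand, were available for 4 conditions with 2 samples each. Control cells were NIH3T3-pc3.1 cells, which carry the empty vector, treated with vehicle. Hh-CM cells were NIH3T3-pc3.1 cells treated with 1 % Hh-CM. Esrrb and Esrrb+Hh-CM cells were NIH3T3-Esrrb cells, which carry the Esrrb expression vector, treated with vehicle or with 1 % Hh-CM. Hh-CM is medium conditioned by HEK293 cells, a human embryonic kidney line, that carry a transgene for the N-terminal part of Sonic Hedgehog. The vehicle is the same dilution of medium from HEK293 cells without that transgene, and both treatments lasted 48 h. The paper states that there were 2 independent transfections and that the cells established from each were pooled, and it does not say whether the 2 samples of a condition come from separate transfections.
The authors trimmed and filtered the reads and aligned them to the UCSC mm9 mouse genome with Bowtie2 and TopHat2. They then assembled transcripts with Cufflinks, guided by the reference annotation and run on each sample separately. The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the sample, which the paper calls RPKM. The Cuffmerge and Cuffdiff steps of the paper need the aligned reads and could not be repeated from these values. Each sample has between 26283 and 27992 assembled loci, and between 13337 and 16753 of these carry a number that Cufflinks assigns anew in each sample in place of a RefSeq identifier. The loci were therefore given to the annotated mm9 gene whose span, or that of a transcript, overlapped theirs most, by at least 0.5 of the length covered by either. This left 20186 genes with a value in all 8 samples, and 75.7% of the loci with an FPKM of at least 1 were given to a gene. Tests covered the 10288 genes with an FPKM of at least 1 in at least 2 of the 8 samples, and 54.85% of these had the same start and end in all samples.
Changes were tested with limma on log2(FPKM + 0.1), with all 8 samples in one fit of the 4 group means, a trend of the variance with expression, and Benjamini-Hochberg adjustment within each comparison. A gene was called differentially expressed by the 2 thresholds of the paper, an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. A fold change on this scale understates the change of genes with low FPKM. With 2 samples against 2, an exact permutation test cannot give a p below 0.33, so only the limma fit across all genes was used. The tests, the thresholds, the main alternatives and the sample groups were set before the processed files were seen. The matching of loci by position was chosen after the files showed that the numbers given by Cufflinks differ between samples.
The values carry no read counts, and the paper's methods give only one approximate number of reads for all samples. Low FPKM values of a gene rise in steps of 1 read, and the ratio of these steps gives the depth of a sample relative to Control replicate 1. The relative depth was 1.174 in Control replicate 2, 1.111 and 1.54 in the Hh-CM samples, 0.8515 and 0.9723 in the Esrrb samples, and 0.9478 and 0.7426 in the Esrrb+Hh-CM samples. Between 97.68% and 97.85% of the tested genes differed by at most 1 log2 unit between the 2 replicates of a condition. The labels number the samples 1 and 2 in every condition, and the replicate block uses this numbering as a pairing. The deviations of samples with the same number from their group means had a mean correlation of 0.02273 across genes, with values from -0.07023 to 0.08089 for the pairs of conditions. With 2 samples per condition, samples with different numbers have the same value with the opposite sign, -0.02273.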

To comprehensively characterize Hh-signaling driving mRNA changes in our system, we performed RNA-Seq analysis on the mRNA isolated from NIH3T3-pc3.1 cells treated with vehicle control or 1 % Hh ligand conditioned medium (Hh-CM). Hedgehog signaling pathway activation after Hh-CM treatment was confirmed by significantly increased concentration of Gli1 by westernblot (Fig. 1b). 

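In the comparison of Control with Hh-CM cells, 284 of the 10288 tested genes passed both thresholds, 202 of them up-regulated and 82 down-regulated. Gli1, whose protein the paper uses as its sign of pathway activation, lies on chromosome 10 of mm9 from 126766945 to 126778645. Its FPKM was 0.026 ± 0.006 (SD, n = 2) in Control cells and 27.44 ± 0.908 (SD, n = 2) in Hh-CM cells, a log2 fold change of 7.77 (standard error 0.2008, limma adjusted p = 2.92e-05). Ptch1, on chromosome 13 from 63610261 to 63674474, rose from 2.714 ± 0.381 to 36.97 ± 0.026 FPKM (SD, n = 2 each), with a log2 fold change of 3.727 (standard error 0.1082, limma adjusted p = 3.447e-05). Gli2, on chromosome 1 from 120730709 to 120950196, rose from 4.368 ± 0.256 to 11.16 ± 0.865 FPKM (SD, n = 2 each), a smaller change of 1.332 on the log2 scale (standard error 0.0788, limma adjusted p = 0.0003261). The increases of all 3 genes were many times their standard errors.
By log2 fold change, the 5 largest increases with the same sign in every pair of samples belonged to Il4i1 (8.22), Pltp (8.214), Gli1, Retnla (7.416) and Acmsd (6.774). The largest decreases belonged to Cuedc2 (-9.136), Tmem138 (-7.113) and Ankrd37 (-6.31), followed by 2 RIKEN cDNA genes. Il4i1, Pltp and Acmsd had an FPKM of exactly 0 in both Control samples, and Cuedc2, Tmem138 and Ankrd37 had an FPKM of exactly 0 in both Hh-CM samples. The size of these log2 fold changes therefore depends on the pseudocount, and that of Il4i1 was 14.86 with a pseudocount of 0.001.
With the replicate block, the pairing taken from the labels, 272 genes passed both thresholds, 196 up-regulated and 76 down-regulated. The number stayed between 259 and 288 when each of the 8 samples was left out in turn. Dropping the fold change limit changed the number most, to 1858 genes with an adjusted p below 0.05, and a pseudocount of 1 lowered it to 179.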

After the Hh-CM treatment, we distinguished a total of 339 (245 up-regulated, 94 down-regulated) altered mRNAs (Figs. 2, 3a, Additional file 1: Table S3). We collected published Hh-signaling target gene sets generated by activating the Hh-signaling pathway or Gli transcription factor overexpression/knock-down in different model cell lines or tissues as Ref. [56–63]. For all of the non-redundant 1348 genes from previous reports, we found 48 genes (enrichment *p* value = 1.68e–06) that overlapped and another 291 new Hh-signaling responsive genes (Fig. 2).

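Table S1 of the paper lists the published targets by symbol, and 876 up-regulated and 439 down-regulated symbols were read from it. Together these are fewer than the non-redundant published genes the paper counts, so the overlap was tested on a shorter list. Of these, 663 and 298 matched the letters of an annotated mouse gene symbol, 73.16% of all symbols. Among the 10288 tested genes, 409 were listed as up-regulated and 129 as down-regulated targets. Of the 284 genes that passed both thresholds between Control and Hh-CM cells, 64 were listed with the same direction (odds ratio 12.16, one-sided Fisher's exact test, p = 2.626e-41). This number was made up of 53 of the 202 up-regulated genes (odds ratio 9.722, Fisher's exact test, p = 2.127e-29) and 11 of the 82 down-regulated genes (odds ratio 13.25, Fisher's exact test, p = 5.159e-09). The test treats genes as independent of each other, which co-regulated genes are not. For the 64 genes it used pairs of gene and direction, so each tested gene stood in the background under both directions. A gene can change in only 1 direction, so this p is not that of a test on the 10288 genes. The other 220 genes were not listed with their direction. When direction was ignored, 77 genes were shared (odds ratio 7.879, Fisher's exact test, p = 1.102e-35). A fit with the replicate block shared 63 genes (Fisher's exact test, p = 1.935e-41). Of the alternatives set beforehand, a pseudocount of 1 lowered the overlap most, to 47 genes (Fisher's exact test, p = 9.276e-34). The paper takes the overlapping genes as known targets of the pathway and calls the remaining altered genes new Hh-signaling responsive genes.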

**Fig. 2:**
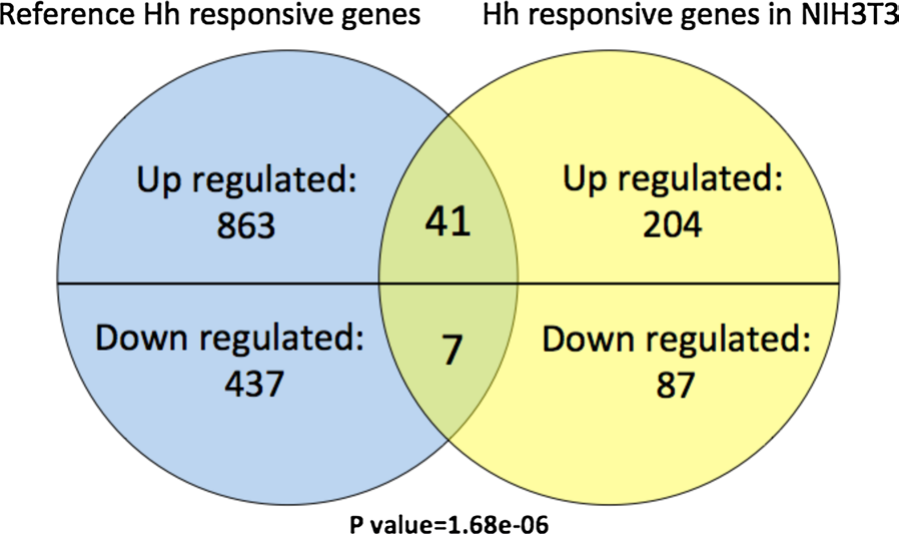
Hh-signaling target genes. Previously reported Hh-signaling targeted genes were retrieved, only the genes that have more than twofold change are kept. The Hh responsive genes from our assay were compared to the reported genes. *Venn diagram* shows known Hh-signaling genes with the Hh-signaling responsive genes from our study were compared. The 48 overlapped genes (enrichment score = 1.68e−06) contain 41 Hh-signaling up-regulated genes, and 7 down-regulated genes

**Fig. 3:**
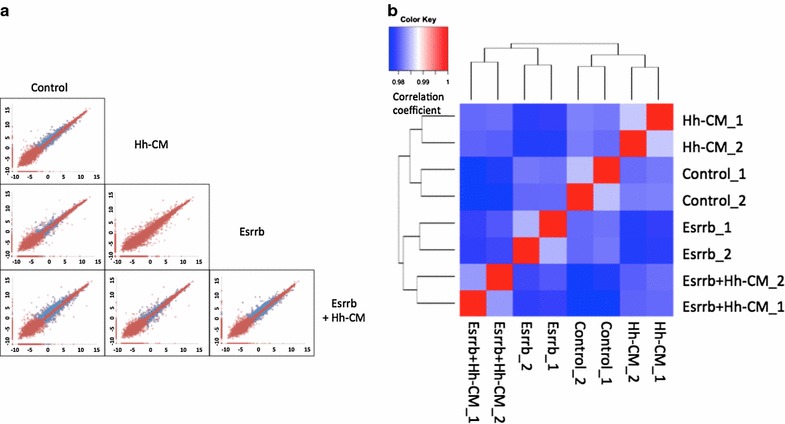
Pair-wise comparisons for differentially expressed genes within Control, Hedgehog treatment, Esrrb expression and Esrrb expression plus Hedgehog treatment. **a** *Scatter plot* of gene expression values in different conditions. 0.001 is added to the RPKM value of each transcript and resulted RPKM + 0.001 values are log_2_ transformed. For each *plot*, each point (*Xcondition1*, *Ycondition2*) on the plot represents the log_2_ (RPKM + 0.001) of the gene in indicated conditions. If a certain gene passed the different expression test, that gene is highlighted by *blue color*, otherwise is *red colored*. All pair-wise comparisons are plotted, except Hedgehog vs. Esrrb, which lacks biological meaning and **b** Spearman Ranking Correlation was used to analyze the similarity of mRNA profiles in control, Hh-signaling activation, Esrrb expression and Hh-signaling activation with Esrrb expression. Spearman ranking correlation coefficient was calculated and Hierarchical clustered. Correlation coefficient is *color coded* as indicated in the figure

We also surveyed the gene expression in NIH3T3-Esrrb cells. 

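Between Control and Esrrb cells, both treated with vehicle, 152 of the 10288 tested genes passed both thresholds, 86 up-regulated and 66 down-regulated. Since the origin of the 2 samples in separate transfections is not stated, the spread between them is not known to include the variation between independently established cells. The Esrrb gene itself lies on chromosome 12 of mm9 from 87702067 to 87862578. Its FPKM was 0 in both Control, both Esrrb and both Esrrb+Hh-CM samples, and 0.02814 and 0.0203 in the 2 Hh-CM samples. At this locus, 1 step of the values is worth between 0.0203 and 0.0421 FPKM in the 8 samples, so an Esrrb mRNA below that level was not detectable at this depth. The gene was below the FPKM limit of the test.
The largest increase with the same sign in every pair of samples was that of Il4i1, from 0 in both Control samples to 28.41 ± 1.617 FPKM (SD, n = 2), a log2 fold change of 8.154 (standard error 0.06581, limma adjusted p = 1.531e-07). Klhdc9 (5.756) and Wt1 (5.265) were also among the largest increases by log2 fold change. The largest decreases were those of Fdft1 (-8.487), Myl6b (-7.317), Ormdl2 (-7.272) and Ankrd37 (-6.31), followed by 1 RIKEN cDNA gene. Fdft1, Ormdl2 and Ankrd37 had an FPKM of exactly 0 in both Esrrb samples.
The replicate block, with the pairing of the labels, gave 145 genes. Leaving out each sample in turn gave from 142 to 163 genes. Without the fold change limit the number was 1689, the largest change under any alternative, and it was 70 when an FPKM of at least 1 was required in every sample.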

171 genes were differentially expressed by Esrrb expression (Additional file 1: Table S2; Additional file 2: Figure S1). 

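In the fits of Control against Hh-CM and Control against Esrrb, 34 genes passed both thresholds in both comparisons. Of the 12 genes the paper names, 8 were tested, and Fabp4, Ccl5, Aldh1a7, Igf1, Steap4 and Hlf were among the 34. Steap4, on chromosome 5 of mm9 from 7960472 to 7982213, had an FPKM of 14.46 ± 0.689 (SD, n = 2) in Control, 33.14 ± 0.071 in Hh-CM and 39.17 ± 0.617 in Esrrb cells. Its log2 fold change was 1.192 with Hh-CM and 1.432 with Esrrb (standard error 0.04668 for both, limma adjusted p = 9.012e-05 and 6.386e-05). Hlf, on chromosome 11 from 90197849 to 90252231, rose from 2.322 ± 0.065 FPKM to 4.893 ± 0.082 and 6.217 ± 0.358 (SD, n = 2 each), and Igf1, on chromosome 10 from 87321010 to 87399792, from 3.256 ± 0.143 to 8.25 ± 0.271 and 6.609 ± 0.008. The log2 fold change of Igf1 with Esrrb was 1, at the limit itself (standard error 0.07668, limma adjusted p = 0.001403).
The other 5 tested genes decreased. Fabp4, on chromosome 3 from 10204347 to 10208576, fell from 8.868 ± 0.663 FPKM to 4.201 ± 0.582 with Hh-CM and 3.826 ± 0.028 with Esrrb (SD, n = 2 each). Ccl5, on chromosome 11 from 83339280 to 83344020, fell from 10.68 ± 1.827 FPKM to 2.872 ± 0.049 and 3.807 ± 1.241, and Aldh1a7, on chromosome 19 from 20767443 to 20802052, from 3.737 ± 0.671 FPKM to 1.285 ± 0.366 and 1.425 ± 0.284. Tagln, on chromosome 9 from 45737711 to 45744141, fell from 84.2 ± 1.47 FPKM to 33.03 ± 0.292 with Hh-CM and 42.68 ± 0.148 with Esrrb. The latter change was -0.9785 on the log2 scale, just short of the limit (standard error 0.08506, limma adjusted p = 0.002049). Lmod1, on chromosome 1 from 137221384 to 137264642, passed with Hh-CM (log2 fold change -1.726, limma adjusted p = 0.01681), while its change of -1.057 with Esrrb had a limma adjusted p of 0.07623.
Phex was below the FPKM limit of the test. The FPKM of this gene, on chromosome X from 153596618 to 153853244, was 1.061 ± 0.358 in Control, 0.523 ± 0.126 in Hh-CM and 0.387 ± 0.008 in Esrrb cells (SD, n = 2 each). Ces1a and Pfkfb3 were not tested. The locus over Pfkfb3, from 11393058 to 11475556 on chromosome 2, is longer than the annotated gene (11393057 to 11423728) and overlapped it by less than the limit. At this locus, the mean FPKM was 1.356 ± 0.01537 in Control, 6.943 ± 0.7165 in Hh-CM and 4.91 ± 0.00845 in Esrrb cells (SD, n = 2 each). At the locus over Ces1a, which reached over 2 neighbouring genes in Control replicate 1, it was 1.634 ± 0.1504, 0.5562 ± 0.1085 and 0.8616 ± 0.04214. In fits with the replicate block, 31 genes passed in both comparisons. A pseudocount of 1 gave 13 genes, the largest drop among the alternatives set beforehand, and leaving out each sample in turn gave from 30 to 56.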

We compared Esrrb-regulated genes to Hh-induced genes, and found there are 12 genes, *Fabp4, Phex, Ccl5, Tagln, Aldh1a7, Lmod1, Cesla, Igf1, Mafb, Steap4, Pfkfb3* and *Hlf*, which are up-regulated or down-regulated by either Hh ligand or Esrrb expression (Additional file 2: Figures S1,  S2, #1–8). 

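Of the 34 genes that passed both thresholds with Hh-CM and with Esrrb, 15 changed in the same direction with both, 11 up and 4 down. The other 19 changed in opposite directions. Of these, 8 were up-regulated with Hh-CM and down-regulated with Esrrb, and 11 were down-regulated with Hh-CM and up-regulated with Esrrb. Both comparisons use the same Control samples, so an error in these gives changes in the same direction. Among the same-direction genes, Il4i1 and Klhdc9 had an FPKM of 0 only in the Control samples. Ankrd37 was above 0 only there. All 8 tested genes of the paper's list had the same sign in both comparisons. Of the 15 mRNAs that the paper measured by qPCR, Dpt and Sfrp2 were among the genes with opposite signs. Sfrp2, on chromosome 3 of mm9 from 83570243 to 83578238, fell by 1.015 on the log2 scale with Hh-CM (standard error 0.1032, limma adjusted p = 0.002105) and rose by 3.426 with Esrrb (standard error 0.1032, limma adjusted p = 6.386e-05). Positions of 27 of the 34 genes were the same in all 8 samples. From genes that change with either the ligand or Esrrb, the paper infers that the actions of Hh-signaling and Esrrb overlap at these genes.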

The presence of these genes implies that Hh-signaling and Esrrb have functional overlaps in the regulation of these genes.

### Hh-signaling regulated genes in the presence of Esrrb

Next we treated NIH3T3-Esrrb cells with Hh-CM to test gene response. 

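Of the 5 comparisons, that of Control with Esrrb+Hh-CM cells had the most differentially expressed genes, 641, of which 474 were up-regulated and 167 down-regulated. Esrrb against Esrrb+Hh-CM cells gave 497 (357 up, 140 down), Control against Hh-CM cells 284, Hh-CM against Esrrb+Hh-CM cells 205 (115 up, 90 down), and Control against Esrrb cells 152. With the replicate block, whose pairing comes from the labels, the numbers were 633, 482, 272, 193 and 145 in the same order. Leaving out each of the 8 samples in turn gave from 632 to 658 genes between Control and Esrrb+Hh-CM cells, from 483 to 522 between Esrrb and Esrrb+Hh-CM cells, and from 182 to 226 between Hh-CM and Esrrb+Hh-CM cells. Control against Esrrb+Hh-CM remained the comparison with the most genes under every alternative. It had 3600 genes when the fold change limit was dropped, the largest number, and 454 when an FPKM of at least 1 was required in every sample.
Between Control and Esrrb+Hh-CM cells, the largest increases by log2 fold change were those of Retnla (9.329), Il4i1 (8.7), Gli1 (8.106), Trappc4 (8.009) and Pltp (7.236), and the largest decreases were those of Ndufs1 (-9.036), Znhit1 (-7.741), Myl6b (-7.259), Gps2 (-7.232) and Sec31b (-6.697). Retnla, on chromosome 16 of mm9 from 48842665 to 48844574, rose from 0.2016 ± 0.2851 to 144.1 ± 0.08485 FPKM (SD, n = 2 each, standard error of the log2 fold change 0.6873, limma adjusted p = 0.0002965). Trappc4 and Ndufs1 passed the threshold with large standard errors, 2.387 and 2.635 (limma adjusted p = 0.04634 and 0.0433), since the 2 Hh-CM samples of each gene lay far apart. Znhit1, Gps2 and Ndufs1 had an FPKM of exactly 0 in both Esrrb+Hh-CM samples.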

Esrrb expression with Hh-CM treatment led to the largest amount of altered mRNAs (Fig. 3a). Supportively, spearman ranking correlation of all mRNA profiles in four different conditions showed that each condition generates different mRNA profiles, and correlation between Hh-signaling pathway stimulation in the presence of Esrrb expression and the no Esrrb no Hh stimulation control resulted in the lowest correlation coefficient in all pairwise comparisons (Fig. 3b).

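Spearman correlations were calculated across the 20186 genes with a value in all 8 samples and averaged over the 4 pairs of samples between each 2 conditions. Genes are not independent replicates, so no test is attached to these coefficients. The mean was 0.96406 between Control and Esrrb+Hh-CM cells (from 0.96325 to 0.96479) and also 0.96406 between Hh-CM and Esrrb cells (from 0.96303 to 0.96461), the latter lower only in the sixth digit. The means of the other comparisons were 0.96643 between Esrrb and Esrrb+Hh-CM, 0.96734 between Hh-CM and Esrrb+Hh-CM, 0.96883 between Control and Hh-CM, and 0.96887 between Control and Esrrb cells. The 2 samples within a condition had higher coefficients than any of these means, from 0.97183 in Esrrb+Hh-CM to 0.97414 in Control cells. Among genes with an FPKM of at least 1 in at least 2 samples, the mean between Control and Esrrb+Hh-CM cells was 0.94853 and the lowest of all. Counting genes absent from a sample as 0 moved this mean most among the alternatives set beforehand, to 0.94176, and the means between Hh-CM and Esrrb+Hh-CM (0.94076) and between Hh-CM and Esrrb cells (0.94115) were then lower. With each sample left out in turn, the mean between Control and Esrrb+Hh-CM cells stayed between 0.9635 and 0.9646. It was the lowest in 4 of these 8 cases, and that between Hh-CM and Esrrb cells in the other 4. The paper reads the separate profiles and the low correlation between Control and Esrrb+Hh-CM cells as further evidence that the combined condition is the most altered.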

Theoretically, mRNA profiling from four different conditions (Control, Hh-CM, Esrrb, Esrrb + CM) generates six different differentially expression pairwise comparisons. Since the comparison “Hh-CM vs. Esrrb” lacks of apparent interest, only five comparisons were left (refer to “Methods”). Every gene can be differentially expressed or not in any of the five given comparisons, therefore the comparison results can contain 2^5^ different possibilities for each gene.

We defined a group of genes as “Hh differentially response genes” as they response to Hh-CM when there is no Esrrb, while when Esrrb is expressed, their response to Hh-CM is further enhanced, depressed or lost. These genes will indicate Esrrb can regulate Hh-signaling pathway activity. To find Hh differentially response genes, we used computer assisted gene sorting (“Methods”, Additional file 2: Figure S2). The genes that fit our definition of “Hh differentially response” were found in groups #1, #2, #3, #4, #5, #9, #10 and #14 (Additional file 1: Table S3). 

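By the adjusted p of the limma fits in the 5 comparisons, the 10288 tested genes were sorted into the 32 groups, numbered in the order of the comparisons in the methods with a passed test before a failed one. The 8 groups named in the paper held 989 genes. Groups 9 and 1, with 271 and 257 genes, were the largest of them, followed by group 3 with 115, groups 4 and 14 with 98 each, group 5 with 81, group 2 with 63 and group 10 with 6. Group 32, without a passed test in any comparison, held 5551 genes, and group 11, which the paper leaves out, held 515. Of the 109 genes in the paper's Table S3, 104 were tested and 94 of these fell into one of the 8 groups.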

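The filters of the methods were applied to the group mean FPKM of the 989 genes in the 8 groups, and a gene was left out when any one of the stated intervals held it. This left 99 Hh differentially response genes, 96 that passed the test of Hh-CM against Esrrb+Hh-CM cells and 3 that did not. Hh-CM raised the FPKM of 88 of them in cells without Esrrb. Adding the replicate block, the pairing taken from the labels, left 94 genes. The filters moved the number most, since sorting without them kept all 989 genes, and leaving out a gene only when all intervals held it kept 762. Each sample left out in turn gave from 93 to 109 genes.
Of the 15 mRNAs chosen by the paper for qPCR, 14 had a locus of their own, all 14 were in one of the 8 groups, and 11 passed the filters. Saa3, on chromosome 7 of mm9 from 53967368 to 53971046, had an FPKM of 1308 ± 60.8 in Control, 342.1 ± 2.845 in Hh-CM, 2484 ± 11.33 in Esrrb and 847.2 ± 21.72 in Esrrb+Hh-CM cells (SD, n = 2 each). Dpt, on chromosome 1 from 166726863 to 166754397, followed the same order with 72.75 ± 2.005, 15.96 ± 1.559, 150.7 ± 1.003 and 33.13 ± 0.22 FPKM. The FPKM of Sfrp2 was 7.94 ± 0.265, 3.9 ± 0.608, 86.31 ± 1.21 and 32.67 ± 1.222 in these conditions. In all 3 genes, the values of Esrrb+Hh-CM cells exceeded those of Hh-CM cells by more than the spread between replicates (log2 fold change 1.308, 1.053 and 3.042, limma adjusted p = 5.884e-05, 0.0007274 and 7.318e-05).
Stmn1 (chromosome 4, 134024235 to 134029758), Top2a (chromosome 11, 98854257 to 98885503), Tubb4b (chromosome 2, 25077680 to 25080222), Hp (chromosome 8, 112099030 to 112103072) and Hoxd8 (chromosome 2, 74542672 to 74545990) had their highest FPKM in Esrrb+Hh-CM cells. It was 104.8 ± 3.437 for Stmn1 against 65.87 ± 4.539 in Hh-CM cells, 94.95 ± 3.075 for Top2a against 42.18 ± 1.374, 152.4 ± 5.966 for Tubb4b against 82.61 ± 0.975, 106.4 ± 9.653 for Hp against 54.51 ± 0.062, and 134.1 ± 6.465 for Hoxd8 against 67.32 ± 1.506 (SD, n = 2 each). The log2 fold changes between these conditions ranged from 0.67 for Stmn1 to 1.169 for Top2a, and the limma adjusted p ranged from 0.0001018 for Top2a to 0.003421 for Hoxd8. Tubb4b is listed as Tubb2c in the annotation, and was identified by the 164 bp product of the paper's qPCR primers.
Pdcd4, on chromosome 19 from 53966721 to 54004351, had an FPKM of 74.25 ± 2.408 in Control, 145.4 ± 2.02 in Hh-CM, 110.8 ± 1.152 in Esrrb and 130.5 ± 5.765 in Esrrb+Hh-CM cells (SD, n = 2 each). Smoc2, on chromosome 17 from 14416513 to 14541797, had 69.09 ± 15.73, 105.5 ± 0.397, 51.56 ± 2.772 and 49.94 ± 1.078 FPKM. Its difference between Control and Hh-CM cells (log2 fold change 0.6288, limma adjusted p = 0.03389) was less than 3 times the standard deviation of the Control samples. The locus over Prl2c3 also held the related gene Prl2c2 in every sample and was not tested. At this locus the mean FPKM was 1226 ± 10.61 in Control, 308.6 ± 10.98 in Hh-CM, 2090 ± 58.7 in Esrrb and 587.3 ± 8.206 in Esrrb+Hh-CM cells.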

Using the indicated filters of fold change and RPKM value described in “Methods”, we classified 109 genes that differentially respond to Hh-CM treatment when Esrrb is expressed (Additional file 2: Figure S2). We confirmed the concentration of 15 highly expressed mRNAs (*saa3, prl2c3, dpt, sfrp2, pdcd4, smoc2, igf1, stmn1, top2a, tubb4b, hp, hoxd8, igfbp4, hsd11b1, ogn*) by qPCR. Pearson correlation coefficients between RNA-Seq and qPCR are at least 0.9 (Additional file 2: Figure S4). Among tested mRNAs, we found that when Esrrb expressing cells are treated with Hh-CM, *Sfrp2* (secreted frizzle related protein 2), *Saa3* (serum amyloid A3), *Prl2c3* (prolactin 2A3), *Stmn1* (stathmin1), Hp (haptoglobin), *Hoxd8* (homeoboxD8), *Tubb4b* (tubulin beta 4B), *Top2a* (topoisomerase II alpha) and *Dpt* (dermatopontin) had different mRNA concentrations compared to Hh-CM treatment in cells without Esrrb. These differences are more likely due to a proportional additive effect of Esrrb expression on altered baseline expression of the mRNAs (Fig. 4a). In contrast, *Igf1* (Insulin-like growth factor 1), *Pdcd4* (programmed cell death 4) and *Smoc2* (SPARC related calcium binding 2) lost their response to Hh stimuli when Esrrb was present (Fig. 4b). On the other hand, *Hsd11b1* (hydoxysteroid 11 beta dehydrogenase 1), *Igfbp4* (insulin-like growth factor binding protein 4) and *Ogn* (osteoglycin) responded to Hh-CM better when Esrrb was expressed (Fig. 4b).

**Fig. 4:**
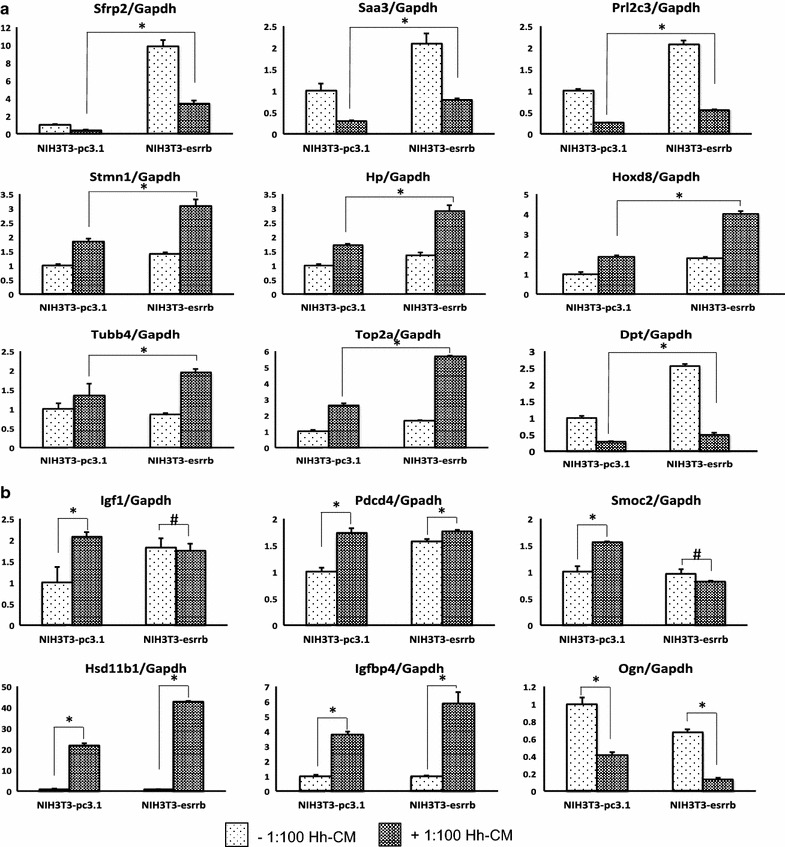
Quantitative PCR validation of the top 15 Hedgehog signaling differentially responsive mRNAs. Hh-signaling differentially responsive genes as determined by RNAseq were confirmed by qPCR after NIH3T3-pc3.1 and NIH3T3-Esrrb cells are treated with Hh-CM. Each mRNA concentration is normalized to housekeeping gene GAPDH, and further normalized to that ratio in NIH3T3-pc3.1. *Y-axis* represents relative fold change to no Esrrb expressed no Hh-CM treated control. **a** Esrrb altered the Hh-CM treatment response, due to a proportional additive effect from Esrrb expression. When Esrrb is expressed, the genetic response to Hh is different than the condition without Esrrb expressed, *Asterisk* means p < 0.01 and **b** genes respond to Hedgehog signaling better when Esrrb is expressed as well as genes losing Hh response when Esrrb is expressed, *Asterisk* means p < 0.01 *Number sign* means “not statistically significant”

## Discussion

We distinguished 339 Hh-signaling altered mRNAs, among which are 48 known Hh-signaling target genes and 291 newly discovered targets (Fig. 3a, Additional file 1: Table S2). Most importantly, we characterized 109 genes that behave differently in response to Hh ligand in the presence versus the absence of Esrrb expression. 

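Whether the response to Hh-CM differs between the cell lines was tested directly, as the difference between the log2 fold change of Esrrb+Hh-CM over Esrrb and that of Hh-CM over Control. The adjusted p of this interaction was below 0.05 in 137 of the 10288 tested genes, 77 with a difference above 0 and 60 below 0. Among the 104 tested genes of the paper's Table S3, 19 had such an interaction, and 118 of the 137 genes were not in Table S3. Of the 99 genes sorted here as Hh differentially response genes, 22 had an interaction. Because the sorting asks whether pairwise tests passed and the filters use FPKM ratios, a gene whose baseline shifted with Esrrb can pass without an interaction on the log2 scale.
With the replicate block, the pairing taken from the labels, 52 genes had an interaction, 5 of them in Table S3. Same-numbered samples showed a mean correlation of deviations of 0.02273 across genes, and the block uses 1 residual degree of freedom of the fit. Leaving out each sample in turn gave from 59 to 180 genes, and without a variance trend there were 81.
The interaction of Igf1 was -0.8396 (standard error 0.1084, limma adjusted p = 0.03371), from a log2 fold change with Hh-CM of 1.315 without Esrrb (limma adjusted p = 0.0003117) and 0.4756 with Esrrb (limma adjusted p = 0.007843). Pdcd4 had an interaction of -0.7332 (standard error 0.06189, limma adjusted p = 0.008519). For Smoc2 it was -0.6739 (standard error 0.2034, limma adjusted p = 0.1709) and was not past the threshold. Hoxd8 rose by 1.04 on the log2 scale without Esrrb and 1.243 with Esrrb, and its interaction of 0.2035 was not past the threshold (standard error 0.1459, limma adjusted p = 0.5251). The interaction of Dpt was 0.002658 (standard error 0.09554, limma adjusted p = 0.9914). For Top2a (0.6096, limma adjusted p = 0.01545), Tubb4b (0.4978, limma adjusted p = 0.02672) and Hp (0.9299, limma adjusted p = 0.04094) the response was larger with Esrrb. With the replicate block, the limma adjusted p of the interaction was 0.07679 for Igf1 and Tubb4b, 0.02748 for Pdcd4, 0.04673 for Top2a and 0.09159 for Hp. From qPCR, the paper holds that Dpt, Hoxd8, Top2a, Tubb4b and Hp differ more likely through a baseline altered by Esrrb. No interaction was detected for Dpt and Hoxd8, which leaves that reading open for them. The interactions of Top2a, Tubb4b and Hp differ from it, though those of Tubb4b and Hp did not pass with the replicate block. From its sorted genes, the paper concludes that 1 set of genes responds to Hh ligand differently when Esrrb is expressed.

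**Figure D1:**
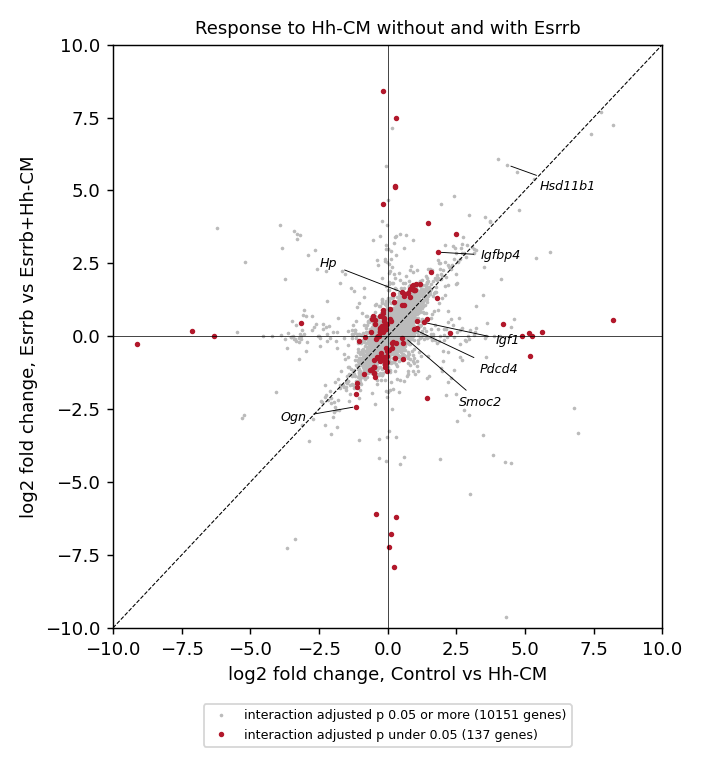
Response of each of the 10288 tested genes to Hh-CM, as the log2 fold change of Control vs Hh-CM (x axis) and of Esrrb vs Esrrb+Hh-CM (y axis), with the 137 genes whose interaction had an adjusted p below 0.05 in red, the others in grey, and a dashed line where both responses are equal. Most genes lie near 0 on both axes, Igfbp4 lies above the line at 1.822 and 2.884, Igf1 and Pdcd4 lie below it, and Ogn lies lower at -1.136 and -2.412.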

This group of genes contains genes as *Igf1*, which respond to Hh ligand treatment in the absence of Esrrb, but when Esrrb is expressed, Hh ligand treatment cannot modify its transcription (Fig. 4b); genes as *Hoxd8*, which has differential expression in response to Hh stimulation when Esrrb is expressed, though this different response comes from the effect of Esrrb on basal level mRNA concentration (Fig. 4a). We also observed genes like *Hsd11b1* (Hh-CM vs. control: 21-fold; Esrrb + Hh-CM vs. Esrrb: 59 fold), *Igfbp4* (Hh-CM vs. control: 3.4-fold; Esrrb + Hh-CM vs. Esrrb: 7.6 fold), and *Ogn* (Hh-CM vs. control: 57 % inhibition; Esrrb + Hh-CM vs. Esrrb, 83 % inhibition), which indicate that Esrrb and the Hh-signaling pathway synergistically regulate these genes (Fig. 4b). 

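Hsd11b1 (ENSMUSG00000016194), which encodes the enzyme hydroxysteroid 11-beta dehydrogenase 1, lies on chromosome 1 of mm9 from 195047824 to 195090248. Its FPKM was 3.696 ± 0.099 in Control and 77.88 ± 1.493 in Hh-CM cells (SD, n = 2 each), a ratio of 21.07 that lay between 20.4 and 21.77 for the 4 pairs of samples. In Esrrb cells it was 2.565 ± 0.928 and in Esrrb+Hh-CM cells 152.2 ± 20.86 (SD, n = 2 each), a ratio of 59.36 that lay between 42.68 and 87.5. The wide range comes from the low Esrrb values, and the ratio was 79.78 without Esrrb replicate 1, the largest change among the alternatives. The interaction was 1.515 on the log2 scale (standard error 0.3266, limma adjusted p = 0.09013, and 0.106 with the replicate block), so the difference between the 2 responses was not past the threshold.
Igfbp4 (ENSMUSG00000017493), insulin-like growth factor binding protein 4, lies on chromosome 11 from 98902558 to 98913969. Its FPKM rose from 23.96 ± 2.705 to 84.74 ± 2.928 without Esrrb, a ratio of 3.536, and from 19.14 ± 1.203 to 141.7 ± 3.129 with Esrrb, a ratio of 7.406 (SD, n = 2 each). The ranges over the pairs of samples, 3.195 to 3.937 and 6.98 to 7.872, did not overlap. The interaction was 1.062 (standard error 0.1217, limma adjusted p = 0.02513), and with the replicate block the limma adjusted p was 0.06687.
Ogn (ENSMUSG00000021390), osteoglycin, lies on chromosome 13 from 49703440 to 49719869. Its FPKM fell from 135.9 ± 0.134 to 61.84 ± 2.898 without Esrrb and from 92.59 ± 1.021 to 17.35 ± 1.639 with Esrrb (SD, n = 2 each). The inhibition was 54.51% (52.97% to 56.05% over the pairs) and 81.26% (79.85% to 82.64%). The interaction of Ogn was -1.276 (standard error 0.09812, limma adjusted p = 0.006821, and 0.0148 with the replicate block). The paper takes responses to Hh-CM that are larger in cells with Esrrb as a sign that Esrrb and the pathway act synergistically on these 3 genes.

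**Figure D2:**
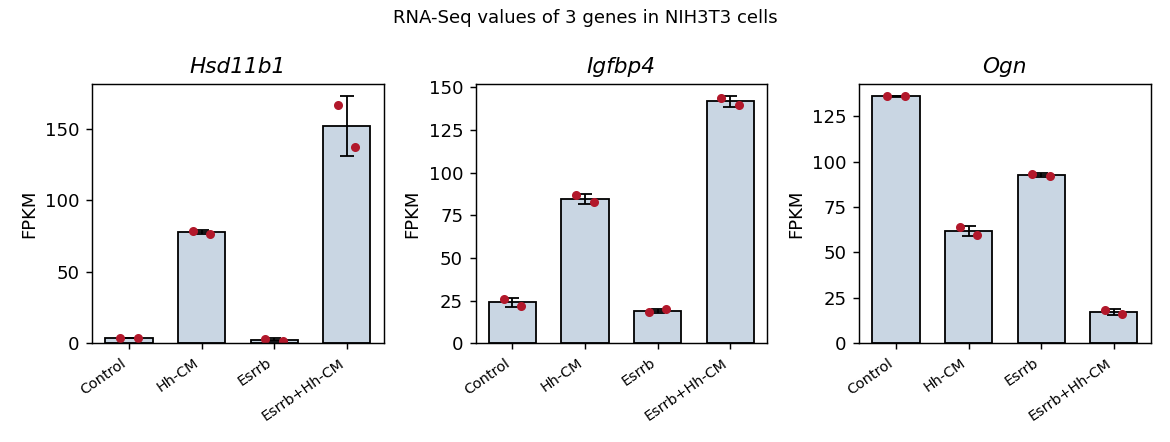
FPKM of Hsd11b1, Igfbp4 and Ogn (y axis of each panel, from 0) in Control, Hh-CM, Esrrb and Esrrb+Hh-CM cells, with bars for the mean, error bars for the SD and points for the 2 samples of each condition. Hsd11b1 and Igfbp4 are highest in Esrrb+Hh-CM cells, with means of 152.2 and 141.7 FPKM, where Ogn is lowest with a mean of 17.35 FPKM.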

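In cells without Esrrb 284 genes passed both thresholds with Hh-CM, and in cells with Esrrb 497 genes did. The 3 pathway genes Gli1, Gli2 and Ptch1 responded to Hh-CM in both lines, and no difference between their responses was detectable. The log2 fold change of Gli1 was 7.77 without and 7.691 with Esrrb (interaction -0.07851, standard error 0.284, limma adjusted p = 0.9117). That of Gli2 was 1.332 and 1.236 (interaction -0.09616, standard error 0.1114, limma adjusted p = 0.6924), and that of Ptch1 3.727 and 3.927 (interaction 0.2, standard error 0.153, limma adjusted p = 0.5519). The Gli1 means of 0.02622 FPKM in Control and 0.07157 in Esrrb cells lie below the pseudocount of 0.1, so its interaction depends on it. Gli2 itself was higher with Esrrb, by 0.4939 with vehicle (limma adjusted p = 0.01314) and 0.3977 with Hh-CM (limma adjusted p = 0.02217). For Gli1 and Ptch1, neither difference was past the threshold. The number of genes with an interaction was 137, and 52 with the replicate block. The pairing for the block is taken from the labels. From the genes whose response changes with Esrrb, the paper reasons that Esrrb can act on the pathway and may regulate targets downstream of it.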

These results demonstrated that Esrrb is capable of interacting with Hh-signaling pathway and potentially regulate Hh-signaling downstream targets.

In the canonical Hh-signaling pathway model, the activation of Smo transmits the Hh signal to Gli transcription factor through the activation and inactivation of several pathway components including Fused [30] and Suppressor of Fused (SuFu). However, the evidence that the transcription of *Hsd11b1*, *Fbn2* and *Brak* respond to active Smo transfection, but not Gli1 or Gli2 overexpression, indicates that Smo activation has a Gli-independent function in regulating gene expression [56]. In support of this hypothesis, we listed all the transcription factors; chromatin remodeling factors and transcription co-factors that response to Hh-signaling activation for future reference (Additional file 2: Figure S2).

There are 21 genes (group #25) that respond to Hh-signaling but only when Esrrb is present (Log2FC > 1 or Log2FC <−1) (Additional file 2: Figure S5). 

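Group 25 holds genes without a difference between Control and Hh-CM or between Control and Esrrb cells, but with a difference between Control and Esrrb+Hh-CM, Hh-CM and Esrrb+Hh-CM, and Esrrb and Esrrb+Hh-CM cells. By the adjusted p of the limma fits, 295 of the 10288 tested genes fell into it. Of these, 41 changed by more than 1 on the log2 scale between Esrrb and Esrrb+Hh-CM cells, 30 up-regulated and 11 down-regulated. The changes of the 30 up-regulated genes reached from 1.065 to 4.656 and those of the 11 down-regulated genes from -1.13 to -7.905. The largest decreases were those of Znhit1 (-7.905, standard error 0.0697, limma adjusted p = 2.571e-07), Gps2 (-7.232) and Sec31b (-6.78). Znhit1, on chromosome 5 of mm9 from 137458034 to 137463891, had a mean FPKM of 21.3 in Control, 24.78 in Hh-CM and 23.88 in Esrrb cells and exactly 0 in both Esrrb+Hh-CM samples. Gps2, on chromosome 11 from 69727390 to 69730093, had 14.94, 15.33 and 14.94 FPKM in these conditions and also 0 in both Esrrb+Hh-CM samples. Positions of 22 of the 41 genes were the same in all 8 samples.
With the replicate block, the pairing taken from the labels, there were 37 genes, 26 up-regulated and 11 down-regulated. There were 24 genes when an FPKM of at least 1 was required in every sample. This was the smallest number under an alternative set beforehand that kept all samples. Each sample left out in turn gave from 24 to 61 genes.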

20 of them are up-regulated and 1 is down-regulated. This indicates Esrrb has the ability to expand the transcription regulation of the Hh-signaling pathway.

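Membership in group 25 rests on a passed test in Esrrb cells and a failed one in NIH3T3-pc3.1 cells, and this alone does not test whether the responses differ. In the direct test of the interaction, 4 of the 41 genes had a limma adjusted p below 0.05. These 4 were Znhit1 (interaction -8.122, limma adjusted p = 1.115e-06), Gps2 (-7.27, limma adjusted p = 1.584e-06), Sec31b (-6.898, limma adjusted p = 7.13e-05) and 1 up-regulated gene with an interaction of 1.274 (limma adjusted p = 0.02161). Znhit1 and Gps2 had an FPKM of exactly 0 in both Esrrb+Hh-CM samples. Sec31b had a mean of 1.187 FPKM there, against 132 in Control, 143.2 in Hh-CM and 139.9 in Esrrb cells. Its positions differed between samples. The interactions of Znhit1, Gps2 and Sec31b cannot be told apart from a failure to assign reads to the locus in Esrrb+Hh-CM samples. In the paper's Table S2, no gene fell as far as these from Esrrb to Esrrb+Hh-CM cells. With an FPKM of at least 1 required in every sample, there were 3 down-regulated genes against 11 and 21 up-regulated genes against 30. From genes that pass only when Esrrb is present, the paper reasons that Esrrb broadens the set of genes under the control of the pathway.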

Additionally, we found cortisol-cortisone converting enzyme Hsd11b1 is correlated to Hh-signaling activation from several reports in several model systems including fetal prostate, prostate cancer and embryonic fibroblast cell lines [56, 64], indicating cortisone converted from cortisol by Hsd11b1 may account for part of the Hh response gene profile. 

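Aldh1a7, on chromosome 19 of mm9 from 20767443 to 20802052, had an FPKM of 3.737 ± 0.671 in Control and 1.285 ± 0.366 in Hh-CM cells (SD, n = 2 each), a log2 fold change of -1.484 (standard error 0.2681, limma adjusted p = 0.01585). Ankrd1, on chromosome 19 from 36186455 to 36194334, fell from 12.81 ± 0.591 to 5.711 ± 0.32 FPKM (SD, n = 2 each), a log2 fold change of -1.152 (standard error 0.0978, limma adjusted p = 0.001162). Ism1, on chromosome 2 from 139503914 to 139584317, fell from 9.864 ± 0.518 to 5.256 ± 1.576 FPKM (SD, n = 2 each), a log2 fold change of -0.9266 (standard error 0.1869, limma adjusted p = 0.02287). All 3 decreases were larger than the spread between replicates, and that of Ism1 did not reach 1 on the log2 scale. Mt2, on chromosome 8 from 96696518 to 96697467, was not tested because its locus was joined with that of the neighbouring Mt1 in Hh-CM replicate 1. Where Mt2 had its own locus, its FPKM was 534 and 505.8 in the Control samples and 228.3 in Hh-CM replicate 2, a difference with 1 sample on one side and thus without a replicate check. The joined locus had an FPKM of 528.3. The values of Aldh1a7 depended most on the pseudocount, since its log2 fold change was -1.054 with a pseudocount of 1, and that of Ism1 was -0.6219 without Hh-CM replicate 2.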

Surprisingly, we found the classic Glucocorticoid Receptor (GR) target gene, *Mt2*, along with 3 Hh-signaling activation inhibits all other genes that have Glucocorticoid Response Elements in their promoter regions, *Aldh1a7, Ankrd1* and *Ism1* are repressed in response to Hh treatment (Additional file 2: Figure S6). Although Esrrb does not change the expression of Hsd11b1, Hh treatment with Esrrb expression further increased the mRNA concentration of Hsd11b1, accompanied by statistically significant alterations in concentrations of *Mt2, Aldh1a7, Ankrd1* and *Ism1* (Additional file 2: Figure S6). 

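The FPKM of Hsd11b1 was 3.696 ± 0.099 in Control and 2.565 ± 0.928 in Esrrb cells (SD, n = 2 each), and the difference was not past the threshold (log2 fold change -0.5553, standard error 0.2309, limma adjusted p = 0.1621). Esrrb+Hh-CM cells, with 152.2 ± 20.86 FPKM, exceeded Hh-CM cells, with 77.88 ± 1.493 (SD, n = 2 each), by a log2 fold change of 0.9594 (standard error 0.2309, limma adjusted p = 0.03843). This result was labelled weaker in 6 alternatives and the same in 12. The change lay between 0.8193 and 1.099 over the fits that each left out 1 sample.
The FPKM of Aldh1a7 was 1.425 ± 0.284 in Esrrb and 0.485 ± 0.083 in Esrrb+Hh-CM cells (SD, n = 2 each). Its log2 fold change was -2.711 from Control to Esrrb+Hh-CM cells (standard error 0.2681, limma adjusted p = 0.0009101) and -1.226 from Hh-CM to Esrrb+Hh-CM cells (limma adjusted p = 0.02891). For Ankrd1, with 7.988 ± 0.598 and 3.987 ± 0.386 FPKM in Esrrb and Esrrb+Hh-CM cells, these changes were -1.662 (standard error 0.0978, limma adjusted p = 0.000139) and -0.5097 (limma adjusted p = 0.02018). Ism1 had 16.69 ± 0.247 FPKM in Esrrb and 6.804 ± 0.062 in Esrrb+Hh-CM cells. Its change from Control to Esrrb+Hh-CM cells was -0.5284 (standard error 0.1869, limma adjusted p = 0.07606) and that from Hh-CM to Esrrb+Hh-CM cells 0.3982 (limma adjusted p = 0.1947), neither past the threshold. The standard error is shared by all conditions, and for Ism1 the spread was largest in Hh-CM cells (SD 1.576). From Esrrb to Esrrb+Hh-CM cells Ism1 changed by -1.282 (limma adjusted p = 0.005315). Mt2 had an FPKM of 384.3 ± 10.04 in Esrrb and 174.7 ± 15.81 in Esrrb+Hh-CM cells (SD, n = 2 each), and was not tested. None of the interactions of Hsd11b1 (limma adjusted p = 0.09013), Aldh1a7 (0.9102), Ankrd1 (0.58) and Ism1 (0.541) passed the threshold. A pseudocount of 1 had the largest effect, moving the change of Aldh1a7 from Control to Esrrb+Hh-CM cells to -1.668. The paper reads the rise of Hsd11b1, which converts cortisol and cortisone into each other, together with the changes of these genes as a sign that a metabolite downstream of Smo can mediate part of the Hh response.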

Our discovery strongly supports the idea that metabolite(s) downstream of Smo can also be mediators of Hh-signaling responses. Interestingly, GR overexpression and the activation of its target genes are strongly associated with anti-androgen treatment in prostate cancer therapy. GR target genes overlap with those of the Androgen Receptor and have been determined to be involved in antiandrogen treatment enzalutamide resistance [65]. Inhibiting GR can restore enzalutamide sensitivity. Esrrb’s activity in increasing Hsd11b1 indirectly represses GR activity by potentially lowering the GR ligand cortisol, and thus activating Esrrb may lead to better response of antiandrogen treatment and eliminate or postpone the resistance.

## Conclusions

Our data provided useful reference marker genes for both Hh-signaling and Esrrb function. In addition, we also showed that Esrrb has a role in the regulation of Hh-signaling driven genes. The mechanism of Hh-signaling was also expanded and a new layer of regulation of the Hh pathway through Esrrb was revealed, which may lead to improved treatments in Hh-signaling driven diseases.

## Methods

### Conditional medium

Sonic Hedgehog conditioned medium (Hh-CM) is collected from cultured HEK293 cells carrying Sonic Hedgehog (Shh) N-terminus transgene, which was a gift from Dr. Phillip Beachy’s lab. Briefly, the Shh stable-transfected cells were maintained in Dulbecco’s Modified Eagal Medium (DMEM, Invitrogen, Grand Island, NY, USA) with 10 % Fetal Bovine Serum (FBS) until confluent, the medium was switched to DMEM with 0.2 % FBS after 2 days. The medium enriched with Shh-N terminus was collected 24 h later, and was filtered through 0.22 μM filter, and stored in −80° freezer [32].

### Cell lines and Expression vectors

All cell lines used in this study were obtained commercially, and we did not conduct any animal work to obtain them. Paracrine Hh-responsive mouse embryonic fibroblast cells NIH3T3 were obtained from American Type Culture Collection (ATCC, Cat. No. CRL-1658). NIH3T3 cells are cultured in DMEM supplement with 10 % Newborn Calf Serum (NBCS). The cells were transfected with pcDNA3.1 (Zeo+) empty vector (Promega, Madison, WI) as control, or pcDNA3.1 (Zeo+)-Esrrb expression vector using Fugene HD (Promega, Madison, WI), and were further selected by supplementing 150 μg/ml Zeocine (Invitrogen, Grand Island, NY) to the culture medium for 3 weeks. Two independent transfections were performed and established cells from each transfection were pooled together. Cells were cultured until confluent, and are treated with 1:100 diluted Hh-CM for 48 h, in phenol-red free DMEM supplement with 5 % NBCS. The Hh-CM treatment was controlled by the same dilution of medium cultured HEK293 cells that do not express Shh N-terminus transgene.

### Reverse transcriptase PCR and real time PCR

Total RNA was isolated and purified from two biological replicates of NIH3T3-pc3.1 and NIH3T3-Esrrb using RNeasy kit (Qiagen, Venlo, Netherlands) respectively. 1000 ng of total RNA was used to create cDNA libraries using Superscript III Reverse Transciptase (Invitrogen, Grand Island, NY) with random primers and oligodT. Quantitative PCR (qPCR) assays were carried out using SYBR GREEN iQ supermix (BioRad, Herculus, CA, USA) on ABI7500 system (Applied Biosytems, Foster City, CA, USA). Each qPCR assay was repeated 3 times. qPCR condition: 95°, 30 s; 60°, 40 s; 72°, 40 s. Primer sequences:

GAPDH (NM_008084), forward primer: AGCCTCGTCCCGTAGACAAAAT, reverse primer: CCGTGAGTGGAGTCATACTGGA;

Patched (NM_008957), forward primer: CTCTGGAGCAGATTTCCAAGG, reverse primer: TGCCGCAGTTCTTTTGAATG;

Gli1 (NM_010296), forward primer: GGAAGTCCTATTCACGCCTTGA, reverse primer: CAACCTTCTTGCTCACACATGTAAG;

Igf1 (NM_001111274), forward primer: TGAGTGGCTTCCCTTGGGGG, reverse primer: AGGTGTTGTTTTGTGGGTGGGGT;

Smoc2 (NM_022315), forward primer: GGAAGGAGCAGGGAAAGCAGATGAT, reverse primer: TGGGCTGCTTGGCTTCCTCAAG;

Pdcd4 (NM_001168491), forward primer: GGACACTCCTAGGGCACCGC, reverse primer: TCCGCTTCCCGCCTTTGGAC;

Stmn1 (NM_019641), forward primer: TCGGACCGAGCAGGGCTTTC, reverse primer: CCGAGGGCTGAGAATCAGCTCAA;

Hp (NM_017370), forward primer: GAGGCAGTGTGTGGGAAGCCC, reverse primer: GGTCAGCAGCCACTGGTCACT;

Ogn (NM_008760), forward primer: ACGACCTGGAATCTGTGCCTCC, reverse primer: TTGGATTGCCCTCCAGGCGA;

Hoxd8 (NM_008276), forward primer: TTCCCTGGATGAGACCACAAGCAGC, reverse primer: GTCTCTCCGTGAGGGCCAGAGT

Dpt (NM_019759), forward primer: TCAGTGCTGGATCGTGAGTGGC, reverse primer: ACTGGCGATCCCTTTCCACTGC;

Top2a (NM_011623), forward primer: CCCAGGGAAGCTCCATGTCGG, reverse primer: GGTTCCCTTTGGCGCAGCTC;

Igfbp4 (NM_010517), forward primer: GATCGTGGGGACACCTCGGG, reverse primer: GCGGGGTGACACTGTTTGGGG;

Tubb4b (NM_146116), forward primer: TGTTGGCAGAGCGTCGGTTGT, reverse primer: CGCTGATTACCTCCCAGAACTTGGC;

Hsd11b1 (NM_001044751): forward primer: CTGCCTGCCTGGGAGGTTGT, reverse primer: TCCCTGGAGCATTTCTGGTCTGAAC;

Sfrp2 (NM_009144): forward primer: GGCCACAGAGGAAGCTCCCAA, reverse primer: TCGGACACGCCGTTCAGCTT;

Saa3 (NM_011315): forward primer: ACAGCCAAAGATGGGTCCAGTTCA, reverse primer: ACAGCCTCTCTGGCATCGCTGA;

Prl2c3 (NM_011118): forward primer: AGCCAGGCTCACACACTATGCAG, reverse primer: CCCGTTCCGGACTGCGTTGA;

### Immunoblot

600,000 cells were plated in 6-well-plate. After 24 h growth in medium containing 10 % NBCS, the cells were treated with 1 % Hh-CM in phenol-red free DMEM with 5 % NBCS for 48 h. Cells were lysed by protein sample buffer (BioRad, Herculus, CA, USA) and boiled for 5 min at 95°. 20 μg of total protein was loaded on 12 % SDS-PAGE gel. Electrophoresis was then performed. The proteins were then transferred to nitrocellulose membrane. The membrane was block by Phosphate buffered saline (PBS) with 0.05 % Tween 20, 0.015 g/ml dry milk and 0.015 g/ml bovine serum albumin (BSA). The membrane was then incubated with 1:2000 diluted monoclonal anti-Gli1 mouse IgG (Cell signaling, Beverly, MA, Cat.No: L42B10), 1:2000 diluted monoclonal anti-Esrrb mouse IgG (R&D system, Cat. No: PP-H6705-00) and 1:2000 diluted polyclonal anti-GPADH rabbit IgG (Santa Cruz, Dallas, TX, Cat. No: sc-25777) overnight, washed, incubated with secondary antibodies diluted in PBS with 0.01 g/ml BSA. The chemoluminescence was generated by west-Dura (Promega, Madison, WI, USA) and recorded by X-ray film (Fisher Scientific, Pittsburg, PA, USA).

### Deep sequencing and data analysis

2500 ng total RNA from 2 biological replicates of each culture condition were extracted and purified, and then used to generate sequencing cDNA library using TruSeq Stranded mRNA Sample Preparation kits (Illumina, San Diego, CA). Eight samples were pooled in one lane and each sample was ligated to one specific barcoded aligner. cDNA libraries quality was determined by University of Missouri DNA core. Deep sequencing was performed by University of Missouri DNA core using Illumina HiSeq 2000. Around 18 million reads were generated in.fastq format for each sample (raw data and data repository accession number will be available upon manuscript acceptance). The sequencing reads were trimmed and filtered using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit), and mapped to UCSC mm9 genome using Bowtie2 and TopHat2 [66, 67]. Genome mapping results were submitted to Galaxy public server (galaxy.psu.edu) for gene expression value quantification. Gene expression value is represented as Reads Per Kilobase of transcript per Million mapped reads (RPKM) by Cufflink reference genome guided transcript assembly. Gene models from different experiment were merged together by Cuffmerge and all pair-wise comparisons of relative mRNA concentrations were analyzed by Cuffdiff. Differentially expressed genes are determined by False Discovery Rate adjusted p-value (q-value < 0.05), Log_2_Fold Change (Log_2_FC ≥ 1 or ≤−1).

### Gene sorting and Hh differentially response genes characterization

Five pairwise comparisons, (1) control vs. Hh-CM, (2) control vs. Esrrb, (3) control vs. Esrrb + Hh-CM, (4) Hh-CM vs. Esrrb + Hh-CM, (5) Esrrb vs. Esrrb + Hh-CM, but not Esrrb versus Hh-CM treatment, were made through differentially expressed gene analysis Cuffdiff, and test results are stored for each transcript [Yes (Y): q < 0.05, statistically significantly different; or No (N): q > 0.05, not significant]. Each gene is then sorted into 1 of the 32 groups based on each test result using an in-house R script (available upon request, Additional file 2: Figure S1). For each of the 16 groups of Hh responsive genes (control vs. Hh-CM, q < 0.05), a logic determination is made to filter out the groups that have pairwise comparison results against themselves (group #6, #7, #8, #12, #13, #15, #16) or groups with no real world interest (#11). Genes in the rest groups (#1, #2, #3, #4, #5, #9, #10 and #14) are for further data filter and analysis. For the genes that passed the Hh-CM vs. Esrrb + Hh-CM test, we further filtered out genes that have −0.5 < [(RPKM(Esrrb + Hh-CM) − RPKMHh-CM)/RPKMHh-CM] < 0.5, −0.5 < [(RPKM(Hh-CM) − RPKMcontrol)/RPKMcontrol] < 0.5, and −5 < [RPKM(Esrrb + Hh-CM) − RPKMHh-CM] < 5. For the genes that do not pass the Hh-CM vs. Esrrb + Hh-CM, the genes that have −0.5 < [(RPKM(Hh-CM) − RPKM(control))/RPKMcontrol] < 0.5, [(RPKM(Esrrb + Hh-CM) − RPKMHh-CM)/RPKMHh-CM] > 0.1 or <−0.1, −0.5 < [(RPKM(Esrrb) − RPKM(control))/RPKMcontrol] < 0.5 are filtered out. All genes that have passed the above tests are classified as Hh differentially response genes, and they respond to Hh-CM treatment differentially in the conditions with or without Esrrb expression.

### Gene ontology and KEGG pathway analysis

DAVID bioinformatics source 6.7 is used for gene ontology (GO) analysis and KEGG pathway analysis [68, 69]. The gene names from certain pairwise comparison result were submitted to DAVID server (http://david.abcc.ncifcrf.gov) and GO analysis were performed for biological process (BP). Minimum counts were set as default value (two counts) and maximum EASE score (p value) was set to 0.05. Same parameter was used for KEGG pathway analysis.

### Hh-signaling related genes enrichment analysis

Previous published Hh-signaling related gene sets generated by deep sequencing or microarray were retrieved (Refer to Additional file 1: Table S1 for specific experiment conditions and Hh-signaling targeted gene set descriptions). Briefly, only mRNAs altered more than twofold are included. Up-regulated and down-regulated mRNAs are sub-grouped and mRNA associated sequence identifications are all converted to gene symbols. Hh altered mRNAs in our gene set are compared to the previous reported mRNAs, and enrichment p value is calculated as previously described [70].

### Statistical analysis

Spearman Ranking Correlation is analyzed using R (version 3.0.2). RPKM value for each mRNA from both biological replicate in each condition is collected for correlation. The resulted pairwise correlation coefficients are stored in a matrix and Hierarchical clustering is created by R/Bioconductor (version 2.13) package Heatplus 2. Each Spearman correlation coefficient is color transformed for data visualization. qPCR experiments were repeated 3 times on two biological replicates. qPCR results were analyzed using t-test (p < 0.01). Hh differentially response mRNA concentrations measured by RNAseq and qPCR are correlated using Pearson method in R. Briefly, for each tested mRNA, qPCR tested relative concentration is normalized by the concentration of internal control GAPDH, and further normalized to control condition. RNA-seq generated RPKM values are normalized to the value from control. Correlation is then performed between the above two sets of normalized expression values.

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI-GEO repository, GSE71209 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71209.

## Additional files

10.1186/s12867-015-0047-3 Known Hh-signaling pathway target genes. **Table S2:** Result of all pairwise comparisons of differentially expressed genes. **Table S3:** Hh-signaling differentially responsive genes.
10.1186/s12867-015-0047-3 Genes regulated by either Esrrb or Hh-signaling pathway. **Figure S2:** Decision tree model of gene sorting. **Figure S3:** Hh-responsive transcription-related genes. **Figure S4:** Correlation of qPCR and RNA-seq of top 15 Hh differentially responsive genes. **Figure S5:** Esrrb-dependent Hh-responsive genes. **Figure S6:** Glucocorticoid Receptor related genes in response to Hh-CM and Esrrb.

## Abbreviations

Esrrb: Estrogen related receptor β
Hh: Hedgehog
Hh-CM: Hh ligand conditioned medium
iPSC: induced pluripotent stem cells
OSKM: Oct4, Sox2, Klf4, cMyc
FBS: fetal bovine serum
RT: reverse transcriptase
KEGG: kyoto encyclopedia of genes and genomes
GO: gene ontology
FC: fold change

# Supplementary material for: Genes targeted by the Hedgehog-signaling pathway can be regulated by Estrogen related receptor β
**Source:** BMC Mol Biol. 2015 Nov 23;16:19. doi: 10.1186/s12867-015-0047-3
**Supplement:** Supplementary file 1 — 10.1186/s12867-015-0047-3 Known Hh-signaling pathway target genes. Table S2: Result of all pairwise comparisons of differentially expressed genes. Table S3: Hh-signaling differentially responsive genes.

**Supplement Table 1. Known Hh-signaling pathway target genes**

GDA  
RASA4  
MSX2  
IGFBP6  
PTPRF  
SPRY4  
UACA  
HISPPD2A  
SELENBP1  
IGFL2  
PSMB9  
TNNT1  
SGOL2  
HES1  
ZFP36  
KLK11  
MT1F  
FOXQ1  
TFPI  
KLF13  
CMPK1  
EXT2  
AHNAK  
KLRC3  
TM4SF1  
RAB27B  
KLF12  
MIDN  
BHLHE41  
KLF6  
TNFAIP8L1  
METTL7A  
AKR1C1  
HOXC6  
JHDM1D  
PRAGMIN  
IL17RD  
S100A11  
IL27RA  
HOXB5  
LY6G6D  
IL18  
MST1R  
NEO1  
Clorf116  
KLRK1  
EGFR  
LFNG  
BCL2  
IRS1  
CA12  
ABCG1  
TMCC3  
SERTAD2  
APOBEC3B  
MED13L  
MT1X  
LAMB3  
VEGFA  
OVOL1  
GJA3

CASC5  
DBP  
IQGAP3  
SYTL2  
GAS2L3  
PDGFA  
TFF1  
RIN2  
FAM110C  
C1orf133  
PTTG3  
ID2  
GSTA4  
RPS6KA3  
TBX3  
C20orf112  
ANKRD57  
SAP30L  
CSRNP1  
RAB8B  
CCNG2  
TGOLN2  
RHEBL1  
DUSP4  
EIF5A2  
SERTAD4  
TRIM15  
MT1E/1H/1M  
GNAL  
MT2A  
CLMN  
OVOS/OVOS2  
SOX13  
PPARGC1A  
TRIP10  
PCDH7  
ETV5  
MKI67  
SOX4  
FAM43A  
CAPRIN2  
YPEL5  
LIF  
TMEM49  
ENDOD1  
CAV2  
LDLR  
SFXN3  
ARHGAP29  
MT1H  
EPS8L3  
IQGAP2  
ATP9A  
C17orf61  
BCL6  
CD59  
SFRS18  
C14orf4  
MACF1  
KDM5B  
EPHB6

SPRED1  
KLF5  
PAM  
ID1  
SBF2  
ARHGAP28  
KLK6  
MICAL2  
ANXA1  
TNIK  
ZDHHC3  
SCG5  
C7orf41  
SEPP1  
IGF1R  
IFITM1  
CTSB  
PTK6  
NUDT4  
CD97  
PLAU  
POLD4  
PPM1A  
TNS4  
AK7  
PTTG1  
HRCT1  
SGPP2  
PDK4  
PTCH1  
ZSWIM6  
SERPINA1  
EFHD2  
ITGB4  
LPHN1  
PITPNM3  
C5  
UNC84B  
FAM131B  
MLLT6  
FOXP3  
CDC2L6  
ZFHX3  
C11orf70  
ATP6V1C2

|                                                                                              |                                                                                                                                                                                                                                                                |                                               |                               |
|----------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------|-------------------------------|
| Shh signaling is essential for<br>rugae morphogenesis in mice                                | Species: mouse<br>Tissue type: palatal shelves of<br>embryos dissected from<br>pregnant mice one-day post<br>Method: Microarray<br>Treatment: Shh antibody<br>arresting<br>Note: "upregulated genes" in this<br>group are Shh arresting<br>downregulated genes | sostdc1<br>ptch1<br>gli1                      | shh<br>axin2<br>dkk1<br>gata3 |
| The GLI genes as the molecular<br>switch in disrupting Hedgehog<br>signaling in colon cancer | Species: human<br>Tissue type: HT29 cells<br>Treatment: GANT61<br>Note: "upregulated genes" in this ;                                                                                                                                                          | TYMS<br>TK1<br>TOP2A<br>RRM1<br>RRM2<br>PRPS2 |                               |

POLE  
 POLE2  
 POLA1  
 POLA2  
 POLQ  
 E2F2  
 CDT1  
 PRIM1  
 GMNN  
 RFC2  
 RFC3  
 RFC4  
 RFC5  
 H2AFX  
 MDC1  
 BRCA1  
 FANCD2  
 BARD1  
 CDC45L  
 DDIT2  
 DDIT3  
 DDIT4  
 PPP1R15A  
 PCNA  
 ATF3  
 RAD51  
 RAD51C  
 RAD54B  
 RAD54L  
 FEN1  
 MSH6  
 KIAA0101  
 UNG  
 LIG1  
 EXO1  
 HELLS

|                                                                                                                                                                            |                                   |               |               |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------|---------------|---------------|
| Ablation of Indian Hedgehog in the Murine Uterus Results in Decreased Cell Cycle Progression, Aberrant Epidermal Growth Factor Signaling, and Increased Estrogen Signaling | Species: mouse                    | 1110064A23Rik | 1110001D15Rik |
|                                                                                                                                                                            | Method: Microarray                | 1700010B09Rik | 1190002H23Rik |
|                                                                                                                                                                            | treatment: IHH ablation           | 2810417H13Rik | 1190002H23Rik |
|                                                                                                                                                                            | Note: "upregulated genes" in this | 4930413G21Rik | A2m           |
|                                                                                                                                                                            |                                   | 4930413G21Rik | Abi3bp        |
|                                                                                                                                                                            |                                   | 4930426I24Rik | Accn1         |
|                                                                                                                                                                            |                                   | 4930556L07Rik | Adamdec1      |
|                                                                                                                                                                            |                                   | Acta1         | Akr1c14       |
|                                                                                                                                                                            |                                   | Amhr2         | Ano4          |
|                                                                                                                                                                            |                                   | Amhr2         | Aox3          |
|                                                                                                                                                                            |                                   | Angptl7       | Aqp5          |
|                                                                                                                                                                            |                                   | Anln          | Arg2          |
|                                                                                                                                                                            |                                   | Asl           | Arg2          |
|                                                                                                                                                                            |                                   | Aspm          | Aspg          |
|                                                                                                                                                                            |                                   | Atf4          | BB144871      |
|                                                                                                                                                                            |                                   | AU024342      | BC048679      |
|                                                                                                                                                                            |                                   | Aurka         | Bex1          |
|                                                                                                                                                                            |                                   | AW548124      | Car3          |
|                                                                                                                                                                            |                                   | Birc5         | Ccl28         |
|                                                                                                                                                                            |                                   | Bub1          | Cd36          |
|                                                                                                                                                                            |                                   | Ccna2         | Cd36          |
|                                                                                                                                                                            |                                   | Ccna2         | Chga          |
|                                                                                                                                                                            |                                   | Ccnb1         | Clca3         |
|                                                                                                                                                                            |                                   | Ccnb1         | containing    |
|                                                                                                                                                                            |                                   | Ccnb2         | Cpm           |

KIT  
PDE5A  
EDIL3  
FLJ22536  
ZNF594  
PIM1  
B3GALT4  
RHOJ  
BDNF  
EREG  
ETS2  
LOC340061  
RNF128  
MASP1  
ARHGEF5  
AK123483  
ZNF287  
B3GALT4  
Clorf38  
IGF2  
LBH  
C4orf18  
CD9  
LHX6  
RAB4A  
PPAP2B  
DSCR1L1  
DOC1  
CRIM1  
A\_32\_P327750  
THC2364378  
PLK2  
SVEP1  
ENST00000334564  
WISP1  
PCDH18  
LOC144501  
HERC5  
CLEC2B  
CYP27A1  
COL5A1  
A\_24\_P212997  
MUC15  
CD40  
SPECC1  
GRAMD1C  
TXNIP  
THC2411757  
RBMY1B  
ENST00000372234  
FLJ43080  
CYR61  
ABCA13  
IQCG  
CCDC68  
TCEA3  
ESR2  
TPM1  
SPAG8  
AK094154  
ENPP5

Gli1  
Cacna2d2

**Supplment2 Result of all pairwise comparisons of differentially expressed genes**

|              |       |         |         |               |
|--------------|-------|---------|---------|---------------|
| NM_139300    | -1.35 | 0.00005 | 0.00089 | Mylk          |
| NM_016689    | -1.40 | 0.00020 | 0.00307 | Aqp3          |
| NM_026821    | -1.41 | 0.00005 | 0.00089 | Lurap11       |
| NM_010228    | -1.42 | 0.00005 | 0.00089 | Flt1          |
| NM_013467    | -1.46 | 0.00005 | 0.00089 | Aldh1a1       |
| NM_176933    | -1.46 | 0.00005 | 0.00089 | Dusp4         |
| NM_001081127 | -1.47 | 0.00005 | 0.00089 | Adamts14      |
| NM_011526    | -1.51 | 0.00005 | 0.00089 | Tagln         |
| NM_009141    | -1.53 | 0.00005 | 0.00089 | Cxcl5         |
| NM_001025602 | -1.53 | 0.00005 | 0.00089 | Il1rl1        |
| NM_011921    | -1.53 | 0.00005 | 0.00089 | Aldh1a7       |
| NM_001013764 | -1.55 | 0.00005 | 0.00089 | Ces1a         |
| NM_001039048 | -1.57 | 0.00005 | 0.00089 | Trim63        |
| NM_001172424 | -1.57 | 0.00005 | 0.00089 | Dhrs3         |
| NM_007562    | -1.59 | 0.00005 | 0.00089 | Bnc1          |
| NM_026436    | -1.61 | 0.00005 | 0.00089 | Tmem86a       |
| NM_010104    | -1.66 | 0.00025 | 0.00374 | Edn1          |
| NM_007498    | -1.67 | 0.00005 | 0.00089 | Atf3          |
| NM_009285    | -1.68 | 0.00040 | 0.00567 | Stc1          |
| NM_011580    | -1.73 | 0.00005 | 0.00089 | Thbs1         |
| NM_023608    | -1.74 | 0.00005 | 0.00089 | Gdpd2         |
| NR_036452    | -1.75 | 0.00005 | 0.00089 | E230016K23Rik |
| NM_030728    | -1.77 | 0.00005 | 0.00089 | 9930013L23Rik |
| NM_053106    | -1.78 | 0.00005 | 0.00089 | Lmod1         |
| NM_027828    | -1.80 | 0.00005 | 0.00089 | Fam110c       |
| NM_011118    | -1.84 | 0.00005 | 0.00089 | Pr12c3        |
| NM_001042615 | -1.87 | 0.00005 | 0.00089 | Htra3         |
| NM_013653    | -1.88 | 0.00005 | 0.00089 | Ccl5          |
| NM_172799    | -1.88 | 0.00005 | 0.00089 | Ttll6         |
| NM_011315    | -1.93 | 0.00005 | 0.00089 | Saa3          |
| NM_010235    | -1.93 | 0.00450 | 0.04299 | Fosl1         |
| NM_001112813 | -1.94 | 0.00005 | 0.00089 | Cacna1g       |
| NM_020581    | -2.07 | 0.00005 | 0.00089 | Angpt14       |
| NM_011333    | -2.09 | 0.00005 | 0.00089 | Ccl2          |
| NM_011338    | -2.14 | 0.00005 | 0.00089 | Ccl9          |
| NM_019759    | -2.19 | 0.00005 | 0.00089 | Dpt           |
| NM_080639    | -2.20 | 0.00005 | 0.00089 | Timp4         |
| NM_153170    | -2.70 | 0.00025 | 0.00374 | Slc36a2       |

Control vs Esrrb

| gene         | log2(fold_change) | p_value | q_value | Gene Symbol   |
|--------------|-------------------|---------|---------|---------------|
| NR_045442    | #NAME?            | 0.00005 | 0.00135 | 1700019B21Rik |
| NM_001177437 | inf               | 0.00005 | 0.00135 | Mroh4         |
| NR_040617    | inf               | 0.00015 | 0.00348 | Ptprt         |
| NM_009197    | 6.21              | 0.00005 | 0.00135 | Slc16a2       |
| NM_001252569 | 4.27              | 0.00005 | 0.00135 | Serpinala     |
| NM_176973    | 4.09              | 0.00085 | 0.01440 | Podxl2        |
| NM_010266    | 3.95              | 0.00005 | 0.00135 | Gda           |
| NM_001256005 | 3.95              | 0.00005 | 0.00135 | Gbp4          |
| NM_001145807 | 3.86              | 0.00005 | 0.00135 | Brinp3        |
| NM_009244    | 3.66              | 0.00005 | 0.00135 | Serpinalb     |
| NM_001024139 | 3.51              | 0.00005 | 0.00135 | Adamts15      |
| NM_008270    | 3.51              | 0.00005 | 0.00135 | Hoxb9         |
| NM_009144    | 3.42              | 0.00005 | 0.00135 | Sfrp2         |
| NM_013554    | 3.24              | 0.00405 | 0.04649 | Hoxd10        |
| NM_033616    | 3.20              | 0.00005 | 0.00135 | Csprs         |
| NM_026142    | 3.16              | 0.00030 | 0.00614 | 3632451006Rik |
| NM_001104547 | 3.06              | 0.00090 | 0.01512 | Vmn2r96       |
| NM_001037909 | 3.00              | 0.00005 | 0.00135 | C130026I21Rik |
| NM_022018    | 2.74              | 0.00005 | 0.00135 | Fam129a       |
| NM_153131    | 2.66              | 0.00005 | 0.00135 | Unc5a         |

|              |       |         |         |           |
|--------------|-------|---------|---------|-----------|
| NM_001008424 | -1.54 | 0.00005 | 0.00135 | Cdsn      |
| NM_019503    | -1.55 | 0.00005 | 0.00135 | Fxyd1     |
| NM_001024474 | -1.58 | 0.00005 | 0.00135 | Diras2    |
| NM_001112725 | -1.58 | 0.00175 | 0.02500 | Aldh3a1   |
| NM_053191    | -1.58 | 0.00005 | 0.00135 | Pi15      |
| NM_001085376 | -1.60 | 0.00005 | 0.00135 | Pappa2    |
| NM_010930    | -1.61 | 0.00005 | 0.00135 | Nov       |
| NM_001163015 | -1.62 | 0.00005 | 0.00135 | Gprasp2   |
| NM_001243072 | -1.67 | 0.00005 | 0.00135 | Sema3a    |
| NM_009610    | -1.70 | 0.00235 | 0.03106 | Actg2     |
| NM_007428    | -1.76 | 0.00065 | 0.01146 | Agt       |
| NM_009655    | -1.78 | 0.00005 | 0.00135 | Alcam     |
| NM_007621    | -1.87 | 0.00005 | 0.00135 | Cbr2      |
| NM_021355    | -1.91 | 0.00005 | 0.00135 | Fmod      |
| NM_001252330 | -1.96 | 0.00005 | 0.00135 | Slc6a15   |
| NM_016917    | -2.01 | 0.00005 | 0.00135 | Slc40a1   |
| NM_025429    | -2.05 | 0.00005 | 0.00135 | Serpinb1a |
| NM_013657    | -2.10 | 0.00005 | 0.00135 | Sema3c    |
| NM_001285956 | -2.15 | 0.00030 | 0.00614 | Podn      |
| NM_175454    | -2.16 | 0.00020 | 0.00441 | Hid1      |
| NM_001039094 | -2.29 | 0.00005 | 0.00135 | Negr1     |
| NM_023850    | -2.39 | 0.00045 | 0.00842 | Chst1     |
| NM_001033228 | -2.53 | 0.00005 | 0.00135 | Itgal     |
| NM_008862    | -3.16 | 0.00005 | 0.00135 | Pkia      |
| NM_026271    | -3.45 | 0.00005 | 0.00135 | Fibin     |
| NM_008904    | -3.46 | 0.00005 | 0.00135 | Ppargcla  |
| NM_011891    | -3.69 | 0.00005 | 0.00135 | Sgcd      |
| NM_177346    | -4.01 | 0.00005 | 0.00135 | Gpr149    |
| NM_001039934 | -4.98 | 0.00095 | 0.01576 | Map2      |

Control vs Esrrb+Hedgehog

| gene         | log2(fold change) | p_value | q_value | Gene Symbol   |
|--------------|-------------------|---------|---------|---------------|
| NM_001110009 | #NAME?            | 0.00065 | 0.00434 | Apoc1         |
| NM_175662    | #NAME?            | 0.00005 | 0.00043 | Hist2h2ac     |
| NM_013650    | #NAME?            | 0.00030 | 0.00221 | S100a8        |
| NM_029472    | inf               | 0.00005 | 0.00043 | Gstt4         |
| NM_001177437 | inf               | 0.00005 | 0.00043 | Mroh4         |
| NM_009236    | inf               | 0.00005 | 0.00043 | Sox18         |
| NM_010296    | 9.46              | 0.00045 | 0.00316 | Gli1          |
| NM_009197    | 6.48              | 0.00005 | 0.00043 | Slc16a2       |
| NM_001044751 | 5.31              | 0.00005 | 0.00043 | Hsd11b1       |
| NM_152803    | 4.47              | 0.00540 | 0.02550 | Hpse          |
| NM_001252569 | 4.41              | 0.00005 | 0.00043 | Serpinala     |
| NM_008957    | 4.09              | 0.00005 | 0.00043 | Ptchl         |
| NM_009244    | 4.07              | 0.00010 | 0.00082 | Serpinalb     |
| NM_013690    | 4.00              | 0.00005 | 0.00043 | Tek           |
| NM_013554    | 3.99              | 0.00215 | 0.01202 | Hoxd10        |
| NM_001099276 | 3.91              | 0.00005 | 0.00043 | Pik3c2b       |
| NM_176973    | 3.91              | 0.00150 | 0.00884 | Podxl2        |
| NM_001145807 | 3.90              | 0.00005 | 0.00043 | Brinp3        |
| NM_001024139 | 3.87              | 0.00005 | 0.00043 | Adamts15      |
| NM_001177752 | 3.85              | 0.00005 | 0.00043 | Pfkfb3        |
| NM_001256005 | 3.84              | 0.00005 | 0.00043 | Gbp4          |
| NM_016867    | 3.63              | 0.00005 | 0.00043 | Gipc2         |
| NM_016808    | 3.58              | 0.00005 | 0.00043 | Usp2          |
| NM_009117    | 3.48              | 0.00385 | 0.01955 | Saa1          |
| NM_026142    | 3.36              | 0.00090 | 0.00575 | 3632451006Rik |
| NM_008623    | 3.34              | 0.00895 | 0.03795 | Mpz           |
| NM_010266    | 3.33              | 0.00005 | 0.00043 | Gda           |
| NM_153131    | 3.31              | 0.00005 | 0.00043 | Unc5a         |
| NM_033616    | 3.27              | 0.00005 | 0.00043 | Csprs         |

|              |       |         |         |               |
|--------------|-------|---------|---------|---------------|
| NR_045079    | -2.09 | 0.00005 | 0.00043 | 3300005D01Rik |
| NM_172799    | -2.14 | 0.00005 | 0.00043 | Ttll6         |
| NR_045905    | -2.15 | 0.00880 | 0.03750 | 2700069I18Rik |
| NM_009610    | -2.17 | 0.00230 | 0.01272 | Actg2         |
| NM_001172481 | -2.19 | 0.00005 | 0.00043 | Aspn          |
| NM_030728    | -2.23 | 0.00005 | 0.00043 | 9930013L23Rik |
| NM_010104    | -2.30 | 0.00010 | 0.00082 | Edn1          |
| NM_007759    | -2.35 | 0.00185 | 0.01061 | Crabp2        |
| NM_024406    | -2.36 | 0.00005 | 0.00043 | Fabp4         |
| NM_011077    | -2.37 | 0.00005 | 0.00043 | Phex          |
| NM_009701    | -2.44 | 0.00060 | 0.00405 | Aqp5          |
| NM_013657    | -2.47 | 0.00005 | 0.00043 | Sema3c        |
| NM_009655    | -2.50 | 0.00005 | 0.00043 | Alcam         |
| NM_011526    | -2.50 | 0.00005 | 0.00043 | Tagln         |
| NM_001037987 | -2.57 | 0.00005 | 0.00043 | Edil3         |
| NM_001013764 | -2.57 | 0.00030 | 0.00221 | Cesla         |
| NM_008904    | -2.67 | 0.00005 | 0.00043 | Ppargcla      |
| NM_021355    | -2.71 | 0.00005 | 0.00043 | Fmod          |
| NM_001042615 | -2.72 | 0.00005 | 0.00043 | Htra3         |
| NM_020581    | -2.78 | 0.00005 | 0.00043 | Angptl4       |
| NM_053106    | -2.89 | 0.00005 | 0.00043 | Lmod1         |
| NM_010228    | -2.90 | 0.00005 | 0.00043 | Flt1          |
| NM_011921    | -2.95 | 0.00005 | 0.00043 | Aldhla7       |
| NM_080639    | -2.99 | 0.00005 | 0.00043 | Timp4         |
| NM_023608    | -3.00 | 0.00005 | 0.00043 | Gdpd2         |
| NM_008555    | -3.08 | 0.01035 | 0.04274 | Maspl         |
| NM_008760    | -3.17 | 0.00005 | 0.00043 | Ogn           |
| NM_011338    | -3.18 | 0.00005 | 0.00043 | Ccl9          |
| NM_008862    | -3.20 | 0.00005 | 0.00043 | Pkia          |
| NM_026271    | -3.26 | 0.00005 | 0.00043 | Fibin         |
| NM_023850    | -3.68 | 0.00430 | 0.02134 | Chst1         |
| NM_001039934 | -3.85 | 0.00005 | 0.00043 | Map2          |
| NM_011891    | -3.88 | 0.00005 | 0.00043 | Sgcd          |
| NM_177346    | -4.55 | 0.00005 | 0.00043 | Gpr149        |

| Hedgehog vs Esrrb+Hedgehog |                   |         |         |               |
|----------------------------|-------------------|---------|---------|---------------|
| gene                       | log2(fold_change) | p_value | q_value | Gene Symbol   |
| NM_001110009               | #NAME?            | 0.00385 | 0.04057 | Apoc1         |
| NM_009197                  | 5.71              | 0.00005 | 0.00106 | Slc16a2       |
| NM_009244                  | 5.11              | 0.00145 | 0.01869 | Serpinalb     |
| NM_029509                  | 4.76              | 0.00070 | 0.01027 | Gbp8          |
| NM_001252569               | 4.17              | 0.00005 | 0.00106 | Serpinala     |
| NM_001145807               | 3.77              | 0.00005 | 0.00106 | Brinp3        |
| NM_176973                  | 3.52              | 0.00060 | 0.00905 | Podxl2        |
| NM_001198811               | 3.37              | 0.00005 | 0.00106 | Frem1         |
| NM_001256005               | 3.24              | 0.00005 | 0.00106 | Gbp4          |
| NM_152803                  | 3.08              | 0.00010 | 0.00196 | Hpse          |
| NM_009144                  | 3.07              | 0.00005 | 0.00106 | Sfrp2         |
| NM_010266                  | 3.03              | 0.00005 | 0.00106 | Gda           |
| NM_001024139               | 3.00              | 0.00005 | 0.00106 | Adamts15      |
| NM_001037909               | 2.97              | 0.00005 | 0.00106 | C130026I21Rik |
| NM_009285                  | 2.92              | 0.00005 | 0.00106 | Stcl          |
| NM_033616                  | 2.83              | 0.00005 | 0.00106 | Csprs         |
| NM_029472                  | 2.79              | 0.00465 | 0.04687 | Gstt4         |
| NM_153131                  | 2.71              | 0.00005 | 0.00106 | Unc5a         |
| NM_007730                  | 2.68              | 0.00005 | 0.00106 | Coll2a1       |
| NM_008270                  | 2.51              | 0.00005 | 0.00106 | Hoxb9         |
| NM_008821                  | 2.48              | 0.00035 | 0.00578 | Pet2          |
| NM_007957                  | 2.46              | 0.00435 | 0.04449 | Esx1          |
| NM_001164566               | 2.45              | 0.00005 | 0.00106 | Spats21       |
| NM_213615                  | 2.43              | 0.00005 | 0.00106 | A530032D15Rik |

|              |       |         |         |               |
|--------------|-------|---------|---------|---------------|
| NM_009655    | -2.12 | 0.00005 | 0.00106 | Alcam         |
| NM_008407    | -2.14 | 0.00155 | 0.01970 | Itih3         |
| NM_001039220 | -2.15 | 0.00005 | 0.00106 | AI429214      |
| NM_001172481 | -2.16 | 0.00005 | 0.00106 | Aspn          |
| NM_029568    | -2.17 | 0.00005 | 0.00106 | Mfap4         |
| NM_001285956 | -2.26 | 0.00005 | 0.00106 | Podn          |
| NM_001122595 | -2.45 | 0.00090 | 0.01268 | A630033H20Rik |
| NM_001284380 | -2.50 | 0.00040 | 0.00645 | Adra1b        |
| NM_013657    | -2.52 | 0.00005 | 0.00106 | Sema3c        |
| NM_008904    | -2.73 | 0.00005 | 0.00106 | Ppargcla      |
| NM_144556    | -2.98 | 0.00010 | 0.00196 | Lgi4          |
| NM_001166493 | -3.07 | 0.00025 | 0.00433 | Rasgrp3       |
| NM_026271    | -3.12 | 0.00005 | 0.00106 | Fibin         |
| NM_021355    | -3.27 | 0.00005 | 0.00106 | Fmod          |
| NM_023850    | -3.41 | 0.00275 | 0.03117 | Chst1         |
| NM_001256382 | -3.50 | 0.00005 | 0.00106 | Rims2         |
| NM_008862    | -3.54 | 0.00005 | 0.00106 | Pkia          |
| NM_011891    | -3.83 | 0.00005 | 0.00106 | Sgcd          |
| NM_001039934 | -4.21 | 0.00005 | 0.00106 | Map2          |
| NM_177346    | -4.25 | 0.00005 | 0.00106 | Gpr149        |

# Esrrb vs Esrrb+Hedgehog

| gene         | log2(fold_change) | p_value | q_value | Gene Symbol   |
|--------------|-------------------|---------|---------|---------------|
| NM_028473    | inf               | 0.00005 | 0.00068 | 3110079015Rik |
| NM_028804    | inf               | 0.00005 | 0.00068 | Ccdc3         |
| NM_029472    | inf               | 0.00005 | 0.00068 | Gstt4         |
| NM_010296    | 8.87              | 0.00005 | 0.00068 | Gli1          |
| NM_020509    | 7.10              | 0.00005 | 0.00068 | Retnla        |
| NM_001044751 | 5.90              | 0.00005 | 0.00068 | Hsd11b1       |
| NM_025429    | 4.31              | 0.00005 | 0.00068 | Serpinbla     |
| NM_008957    | 3.96              | 0.00005 | 0.00068 | Ptchl         |
| NM_008380    | 3.63              | 0.00005 | 0.00068 | Inhba         |
| NM_016867    | 3.61              | 0.00005 | 0.00068 | Gipc2         |
| NM_020557    | 3.48              | 0.00005 | 0.00068 | Cmpk2         |
| NM_009641    | 3.47              | 0.00005 | 0.00068 | Angpt4        |
| NM_001099276 | 3.30              | 0.00005 | 0.00068 | Pik3c2b       |
| NM_022657    | 3.30              | 0.00005 | 0.00068 | Fgf23         |
| NM_009117    | 3.22              | 0.00485 | 0.03874 | Saal          |
| NM_007719    | 3.08              | 0.00110 | 0.01094 | Ccr7          |
| NM_016808    | 3.06              | 0.00005 | 0.00068 | Usp2          |
| NM_153137    | 2.97              | 0.00005 | 0.00068 | Traf3ip3      |
| NM_010517    | 2.94              | 0.00005 | 0.00068 | Igfbp4        |
| NM_015790    | 2.90              | 0.00015 | 0.00185 | Icosl         |
| NM_001177713 | 2.89              | 0.00005 | 0.00068 | Cyp26b1       |
| NM_011452    | 2.72              | 0.00090 | 0.00914 | Serpinb9b     |
| NM_010740    | 2.66              | 0.00005 | 0.00068 | Cd93          |
| NM_016854    | 2.65              | 0.00005 | 0.00068 | Ppp1r3c       |
| NM_010518    | 2.64              | 0.00005 | 0.00068 | Igfbp5        |
| NM_001033633 | 2.51              | 0.00005 | 0.00068 | Slc2a13       |
| NM_009382    | 2.47              | 0.00005 | 0.00068 | Thy1          |
| NM_007539    | 2.42              | 0.00005 | 0.00068 | Bdkrb1        |
| NM_138595    | 2.33              | 0.00115 | 0.01136 | Glde          |
| NM_001145886 | 2.22              | 0.00005 | 0.00068 | Tiam1         |
| NR_030721    | 2.20              | 0.00005 | 0.00068 | Foxd2os       |
| NM_011623    | 2.19              | 0.00005 | 0.00068 | Top2a         |
| NM_172756    | 2.17              | 0.00005 | 0.00068 | Ankle1        |
| NM_172564    | 2.16              | 0.00005 | 0.00068 | Tns4          |
| NM_001081085 | 2.15              | 0.00005 | 0.00068 | Sapcd2        |
| NM_001167680 | 2.14              | 0.00005 | 0.00068 | Rhbdf2        |
| NM_177343    | 2.13              | 0.00005 | 0.00068 | Camk1d        |
| NM_001081363 | 2.12              | 0.00005 | 0.00068 | Cenpf         |

|              |       |         |         |               |
|--------------|-------|---------|---------|---------------|
| NM_030728    | -2.51 | 0.00005 | 0.00068 | 9930013L23Rik |
| NM_008760    | -2.53 | 0.00005 | 0.00068 | Ogn           |
| NM_023608    | -2.62 | 0.00005 | 0.00068 | Gdpd2         |
| NM_020581    | -2.77 | 0.00005 | 0.00068 | Angptl4       |
| NM_001042615 | -2.78 | 0.00005 | 0.00068 | Htra3         |
| NM_153170    | -2.82 | 0.00005 | 0.00068 | Slc36a2       |

### Supplement Table 3 Hh-signaling differentially responsive genes

Hh-CM vs Esrrb+Hh-CM is statistically different (q<0.05)

Hh-CM vs Esrrb+Hh-CM is not statistically different ( $q > 0.05$ )

| gene         | Gene Symbol | Control  | Hh-CM   | Esrrb   | Esrrb+Hh-CM |
|--------------|-------------|----------|---------|---------|-------------|
| NM_008380    | Inhba       | 2.79209  | 16.5248 | 1.28256 | 15.89       |
| NM_001168491 | Pdcd4       | 64.3809  | 124.969 | 95.9834 | 123.671     |
| NM_021492    | Ap3b2       | 0.644023 | 1.3765  | 1.09738 | 1.27967     |

NM\_001111274

Igf1

3.51074

9.75599

7.48334

10.2296

How the deposited data were processed for this re-analysis (not part of the article)

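RNA-Seq values of 8 NIH3T3 samples were used, 2 each of Control, Hh-CM, Esrrb and Esrrb+Hh-CM cells, with conditions and replicate numbers taken from the sample labels. The deposited values are FPKM, which the authors made by trimming and filtering reads with FASTX-Toolkit, mapping them to mm9 with Bowtie2 and TopHat2, and assembling each sample with Cufflinks guided by the reference annotation. The paper calls these values RPKM. Its Cuffmerge and Cuffdiff steps need the aligned reads, which are not in the files analysed here.

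The identifiers that Cufflinks numbers in each sample could not be joined across samples. Each locus was therefore given to the annotated mm9 gene whose span, or that of one of its transcripts, had the largest overlap with it, if this was at least 0.5 of the length covered by either. Small RNA genes and pseudogenes were left out of the annotation, and FPKM of loci given to one gene were summed. This replaced the planned join by identifier after the files were seen, and 20186 genes had a value in all 8 samples. The 10288 genes with an FPKM of at least 1 in at least 2 samples were tested.

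Group means were fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a trend of the variance and Benjamini-Hochberg adjustment. The 5 comparisons of the paper and the interaction, (Esrrb+Hh-CM minus Esrrb) minus (Hh-CM minus Control), were taken from this fit. Differential expression required an adjusted p below 0.05 and a log2 fold change of at least 1 in size, and the interaction required the adjusted p alone. The fit was tested on simulated data in which 200 genes were changed, and 99 genes changed by Hh-CM and 99 with a changed interaction passed the FPKM limit. It recovered 91.92% and 87.88% of them, and called 2 unchanged genes in each test. Each simulated change was larger in size than the interaction of Ogn (-1.276), the largest among the qPCR genes that passed. The noise was normal, and no locus lost its reads in a condition. These shares therefore do not describe smaller interactions or loci at 0. Groups of 2 samples are too small for a test of outliers or of other splits of the samples.

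Genes were sorted into 32 groups by the adjusted p of the 5 comparisons, and the FPKM filters of the paper's methods were applied to group means. Overlap with the published targets was tested with Fisher's exact test in scipy 1.17.1, and Spearman correlations were taken across genes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The genes named are those the paper names and, for each comparison and the interaction, the 5 largest increases and 5 largest decreases past the threshold with the same sign in every pair of samples.

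No read counts are in the files. Depth relative to Control replicate 1, from the steps of low FPKM values, ranged from 0.7426 in Esrrb+Hh-CM replicate 2 to 1.54 in Hh-CM replicate 2. The SD of the log2 difference between replicates across genes was 0.5858 in Control, 0.6587 in Hh-CM, 0.5578 in Esrrb and 0.5568 in Esrrb+Hh-CM cells.

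The alternatives were pseudocounts of 1 and 0.001, no FPKM limit, an FPKM of at least 1 in every sample, the replicate block, only the compared groups in the fit, rescaled FPKM, no variance trend, the largest locus of each gene in place of the sum, each sample left out in turn, and other readings of thresholds, filters, overlap and correlation. Chosen after seeing the data were an overlap of at least 0.8, only genes with identical loci in all samples, and only RefSeq identifiers. Prl2c3, Ces1a, Pfkfb3 and Mt2 were left out of the tests because their loci were not theirs alone or not matched in every sample. The qPCR and Western blot values of the paper are not in the files analysed here.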

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

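The direct test of a difference between the responses to Hh-CM with and without Esrrb was passed by 137 genes, and 118 of these are not in the paper's Table S3. They were flagged because the effect of Hh-CM differed between the 2 cell lines, and because 118 lie outside the genes the paper discusses. With the replicate block only 52 genes passed. Among the genes that the paper measured by qPCR, 7 passed: Pdcd4 (-0.7332, limma adjusted p = 0.008519), Igf1 (-0.8396, limma adjusted p = 0.03371), Top2a (0.6096, limma adjusted p = 0.01545), Tubb4b (0.4978, limma adjusted p = 0.02672), Hp (0.9299, limma adjusted p = 0.04094), Igfbp4 (1.062, limma adjusted p = 0.02513) and Ogn (-1.276, limma adjusted p = 0.006821). Each was flagged because its response differed between the cell lines in this test. With the replicate block, Pdcd4, Top2a and Ogn still passed, while Igf1, Tubb4b, Hp and Igfbp4 did not. For all 7 genes, each of the 16 choices of 1 sample per condition gave an interaction with the same sign. The same held for Saa3, Sfrp2, Smoc2, Stmn1 and Hsd11b1, which did not pass, so this count does not set the 7 genes apart.

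Loci assembled differently between samples were tested as an explanation of the 137 genes. The share with the same locus in all samples was 65.69%, against 54.85% of all tested genes (one-sided Fisher's exact test for a smaller share, p = 0.9963). A difference in the scale of FPKM was tested by rescaling the samples, which gave 194 genes. Rescaling moved both Hsd11b1 fold changes nearly alike, from 21.07 to 20.56 and from 59.36 to 57.75. It thus nearly cancels in an interaction, and the count cannot exclude a scale difference. Ratios of low values were tested with a pseudocount of 1, which gave 145 genes. The loci of Esrrb replicate 1 are largely those of Hh-CM replicate 2, and leaving out Esrrb replicate 1 gave 79 genes, against 59 when Esrrb replicate 2 was left out. The test of low values did not show what its explanation predicts. Same positions do not exclude differences in assembly. Fdft1 had the same locus in all samples, yet an FPKM of exactly 0 in both Esrrb samples and a mean of 35.77 in Control cells. The tests of locus positions, of scale and of Esrrb replicate 1 cannot decide.

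Values of exactly 0 beside high values were also tested. Of the 137 genes, 12 had an FPKM of exactly 0 in some samples and of at least 5 in others, more than the 1.254% of all tested genes (one-sided Fisher's exact test, p = 1.329e-07). For these 12 genes, which include several of the largest interactions, the pattern cannot be told apart from a failure to assign reads to the locus in some samples. None of the 7 qPCR genes is among them. All 5 predictions were written after the number of interaction genes was seen. The paper does not say whether the 2 samples with a vector come from separate transfections, and differences between lines or in cell density could not be tested. The interaction therefore cannot be told apart from a difference between the lines that is unrelated to Esrrb.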

How the results depend on the processing

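For the Hsd11b1 fold change with Hh-CM alone and both fold changes of Igfbp4 and Ogn, 10 alternatives were run. Each moved them by less than the spread between replicates. These were rescaled FPKM, the fold changes from limma, and each sample left out in turn. Pseudocounts, the replicate block and the choices of loci were not run for these ratios. A pseudocount of 1 moved the limma log2 fold change of Hsd11b1 with Hh-CM alone from 4.361 to 4.07. The overlap with the published targets (both directions together and up-regulated) stayed past the threshold of its test under every alternative, though its size changed. It fell from 64 to 47 with a pseudocount of 1 and, with alternatives chosen after seeing the data, to 37 with identical loci in all samples and to 4 with RefSeq identifiers only (Fisher's exact test, p = 0.003013). The up-regulated part fell from 53 to 39, 28 and 3 in these cases. The other counts below moved by more than 1.5 times, and the values without a test by more than the spread between replicates.

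A pseudocount of 1, which shrinks changes of genes with low FPKM, gave 179 genes between Control and Hh-CM (130 up, 49 down), 88 between Control and Esrrb, 126 between Hh-CM and Esrrb+Hh-CM, 13 changed by both, 25 in group 25 and 5 of these down-regulated. A pseudocount of 0.001, which enlarges them, gave 17 down-regulated genes in group 25. Requiring an FPKM of at least 1 in every sample, which removes genes absent from one condition, gave 186 genes between Control and Hh-CM (131 up), 70 between Control and Esrrb, 110 between Hh-CM and Esrrb+Hh-CM, 14 changed by both, 24 in group 25 and 3 of these down-regulated. Without an FPKM limit, Control and Esrrb differed in 249 genes and Hh-CM and Esrrb+Hh-CM in 324. The adjusted p alone, without the fold change limit, gave 1858 genes between Control and Hh-CM, 1689 between Control and Esrrb, 3600 between Control and Esrrb+Hh-CM, 1956 between Hh-CM and Esrrb+Hh-CM, and 2408 between Esrrb and Esrrb+Hh-CM.

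The replicate block, which takes 1 of the 4 residual degrees of freedom, left 52 interaction genes, 5 of them in Table S3. Without a variance trend there were 81 interaction genes. The Hh differentially response genes numbered 762 when a gene was left out only where all intervals held it, and 989 without filters. The mean Spearman correlation between Control and Esrrb+Hh-CM was 0.9485 with an FPKM of at least 1 in at least 2 samples, and 0.9418 with absent genes counted as 0. The fit of only the groups compared is not defined for the interaction and was not run for it.

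Of the alternatives chosen after seeing the data, identical loci in all samples gave 178 genes between Control and Hh-CM (119 up), 400 between Control and Esrrb+Hh-CM, 133 between Hh-CM and Esrrb+Hh-CM, 309 between Esrrb and Esrrb+Hh-CM, 58 Hh differentially response genes, 18 in group 25 (16 up, 2 down) and a correlation of 0.9388. RefSeq identifiers only, which leave few genes, gave 19 genes between Control and Hh-CM (12 up, 7 down), 29 between Control and Esrrb, 58 between Control and Esrrb+Hh-CM, 27 between Hh-CM and Esrrb+Hh-CM, 39 between Esrrb and Esrrb+Hh-CM, 6 changed by both, 6 Hh differentially response genes, 1 in group 25 (1 up, 0 down), 36 interaction genes, 3 of them in Table S3, and a correlation of 0.7281. With them 1 down-regulated gene was a published target (Fisher's exact test, p = 0.09614).

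Across the 8 fits that each left out one sample, the ranges were 259 to 288 genes between Control and Hh-CM (181 to 202 up, 78 to 88 down), 142 to 163 between Control and Esrrb, 632 to 658 between Control and Esrrb+Hh-CM, 182 to 226 between Hh-CM and Esrrb+Hh-CM, and 483 to 522 between Esrrb and Esrrb+Hh-CM. They were 30 to 56 genes changed by both, 93 to 109 Hh differentially response genes, 24 to 61 in group 25 (18 to 48 up, 6 to 16 down), 59 to 180 interaction genes and 6 to 15 of these in Table S3. Published targets ranged from 57 to 64 (47 to 55 up, 9 to 11 down), and the correlation from 0.9635 to 0.9646. Fold changes ranged from 20.68 to 21.48 and 47.26 to 79.78 for Hsd11b1, 3.275 to 3.843 and 7.091 to 7.751 for Igfbp4, and 0.4398 to 0.47 and 0.1749 to 0.1999 for Ogn.

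Of 142 values of single genes, 103 were labelled the same in every row. This label does not mean the same size. Il4i1 between Control and Hh-CM had it throughout, while its log2 fold change moved from 8.22 to 14.86 with a pseudocount of 0.001. Among all rows of these values, 146 were weaker, 14 stronger and 7 reversed. The reversed ones lay near 0. The interaction of Dpt was -0.02868 with a pseudocount of 1, -0.001277 with FPKM rescaled, and -0.02542, -0.004124, -0.09654 and -0.004091 without Control replicate 2, Esrrb replicate 2, Hh-CM replicate 2 and Esrrb+Hh-CM replicate 1, and from -0.09654 to 0.1019 over the fits that each left out one sample. The change of Smoc2 between Esrrb and Esrrb+Hh-CM was 0.009659 without Esrrb replicate 1, and from -0.09987 to 0.009659 over these fits. The 2 samples per condition limit the interaction test to differences much larger than the spread between replicates.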

Differences from the paper's values

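Genes changed by both Hh-CM and Esrrb numbered 34, against the paper's 12. Only 15 of the 34 changed in the same direction with both. In the paper's Table S2, Dpt (-2.19 and 1.05) and Sfrp2 (-1.06 and 3.42) have opposite signs in these comparisons. Neither is among the paper's 12, and all 8 tested genes of the 12 had the same sign in both comparisons here. The 12 may therefore be same-direction genes, for which the number here was 15. An error in the shared Control samples would add to these 15. Among them, Il4i1 and Klhdc9 were at 0 only in Control cells, and Ankrd37 was above 0 only there. Counting both directions, a pseudocount of 1 (13 genes) and an FPKM of at least 1 in every sample (14) came within 1.5 times of 12. The other alternatives set before the files arrived did not. Group 25 had 41 genes, against the paper's 21. It had 25 with a pseudocount of 1, 24 with an FPKM of at least 1 in every sample, 24 without Hh-CM replicate 1 and 31 without Hh-CM replicate 2, while the other alternatives set before did not come as near. It had 18 with identical loci in all samples, an alternative chosen after seeing the values. Of the 41 genes 11 were down-regulated, against the paper's 1, and none of the alternatives set before the files arrived closed this gap.

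The enrichment p value was 2.626e-41 by Fisher's exact test on pairs of gene and direction, against the paper's 1.68e-06. None of the alternatives closed the gap. The paper cites a source for its calculation without describing it, so the 2 values may not be alike. Down-regulated published targets numbered 11, against the paper's 7. A pseudocount of 1 gave 8, an FPKM of at least 1 in every sample 9, the replicate block 10, and the fits without Control replicate 1, Control replicate 2 and Hh-CM replicate 2 gave 10, 9 and 9. The other alternatives set before did not, and identical loci in all samples, chosen after seeing the values, gave 9.

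The following log2 fold changes differ from the paper's Table S2 by more than the replicate SD, and alternatives set before the files arrived that are not named did not close the gap. For Igf1 from Control to Hh-CM it was 1.315, against the paper's 1.47, without a closing alternative. From Control to Esrrb it was 1, against the paper's 1.09, and 1.044 without Control replicate 1. Hoxd8 changed by 1.04 from Control to Hh-CM, against the paper's 1.16, and by 2.032 from Control to Esrrb+Hh-CM, against the paper's 2.21, both without a closing alternative. Hsd11b1 changed by 4.361 from Control to Hh-CM, against the paper's 4.4. It changed by 4.397 with a pseudocount of 0.001, 4.387 without Control replicate 1 and 4.38 without Hh-CM replicate 2.

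Ogn changed by -1.136 from Control to Hh-CM, against the paper's -1.21, and by -1.171 with FPKM rescaled and -1.184 without Hh-CM replicate 1. In Control vs Esrrb+Hh-CM it changed by -2.966, against the paper's -3.17, and by -3.062 without Esrrb+Hh-CM replicate 1. From Hh-CM to Esrrb+Hh-CM it changed by -1.83, against the paper's -1.96, by -1.878 with FPKM rescaled, -1.877 without Hh-CM replicate 2 and -1.926 without Esrrb+Hh-CM replicate 1. From Esrrb to Esrrb+Hh-CM it changed by -2.412, against the paper's -2.53, by -2.419 with a pseudocount of 0.001, -2.451 with FPKM rescaled, -2.423 without Esrrb replicate 2 and -2.508 without Esrrb+Hh-CM replicate 1.

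Tagln changed by -1.347 from Control to Hh-CM, against the paper's -1.51, by -2.09 from Control to Esrrb+Hh-CM, against the paper's -2.5, and by -1.112 from Esrrb to Esrrb+Hh-CM, against the paper's -1.51, all without a closing alternative. From Control to Esrrb it changed by -0.9785, against the paper's -1, by -0.9801 with a pseudocount of 0.001, -0.9963 without Control replicate 1 and -0.982 without Esrrb replicate 2. Hlf changed by 2.216 in Control vs Esrrb+Hh-CM, against the paper's 2.26, by 2.264 with a pseudocount of 0.001 and 2.243 without Control replicate 2.

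Gli1 changed by 7.77 from Control to Hh-CM, against the paper's 9.14, and by 8.106 from Control to Esrrb+Hh-CM, against the paper's 9.46. No alternative closed these gaps, and a pseudocount of 0.001 gave 9.997 and 10.33. From Esrrb to Esrrb+Hh-CM it changed by 7.691, against the paper's 8.87, and by 9.083 with a pseudocount of 0.001.

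The paper ranks the correlation between Control and Esrrb+Hh-CM cells lowest. Here that between Hh-CM and Esrrb cells was lower in the sixth digit, both being 0.96406, and among genes with an FPKM of at least 1 in at least 2 samples that between Control and Esrrb+Hh-CM was lowest (0.94853). With absent genes counted as 0, that between Hh-CM and Esrrb+Hh-CM was lowest (0.94076), and with each sample left out in turn that between Hh-CM and Esrrb was lowest in 4 of 8 cases. The paper counts Tagln and Lmod1 among the genes changed by both. Here Tagln changed by -0.9785 with Esrrb, and by -1.023 with FPKM rescaled. Lmod1 changed by -1.057 with Esrrb (limma adjusted p = 0.07623). This change of Lmod1 lay between -1.481 and -0.6332 over the fits that each left out 1 sample. The paper reports a changed concentration of Ism1 with Hh treatment and Esrrb. Here Ism1 was past the adjusted p threshold from Esrrb to Esrrb+Hh-CM (-1.282, limma adjusted p = 0.005315). It was not from Control to Esrrb+Hh-CM (-0.5284, limma adjusted p = 0.07606) or from Hh-CM to Esrrb+Hh-CM (0.3982, limma adjusted p = 0.1947). The standard error is shared by all conditions, and the spread of Ism1 was largest in Hh-CM cells (SD 1.576). The FPKM of both Control samples (9.498 and 10.23) lay above that of both Esrrb+Hh-CM samples (6.848 and 6.76). From qPCR, the paper states that Igf1 and Pdcd4 lose their response when Esrrb is present, and in the RNA-Seq values both still rose from Esrrb to Esrrb+Hh-CM, by 0.4756 (limma adjusted p = 0.007843) and 0.2355 (limma adjusted p = 0.0134).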

Other observations

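The genes of the paper's Table S2 that were tested here numbered 281, 118, 608, 163 and 473 in the comparisons of Control with Hh-CM, Control with Esrrb, Control with Esrrb+Hh-CM, Hh-CM with Esrrb+Hh-CM and Esrrb with Esrrb+Hh-CM. Of these, 226, 98, 532, 130 and 417 passed both thresholds, and 277, 118, 606, 163 and 473 had the direction of the paper. Of 416 group means compared with the paper's Table S3, 403 were within 1.5 times of it.

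Esrrb FPKM was at most 0.02814 in any sample and 0 in all 4 samples with the Esrrb vector. No sample has a value well above 0, as a mislabelled sample with the vector would if its transcript were assembled at this locus. Too little depth was tested by the FPKM of 1 step at the locus, at most 0.0421 in the samples with the vector. Whether the transcript of the vector maps to the annotated locus was not tested, so the absence of Esrrb mRNA cannot be told apart from a transcript that was not assembled there. In that case the values say nothing about mislabelled samples, which are not excluded. Both predictions were written after the values were seen.

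Esrrb replicate 1 shares 14074 of its numbered loci with Hh-CM replicate 2, 8080 of them under the same number, while the next pair of samples shares 7046. If the values had been copied with the loci, the 2 samples would correlate at least as highly as the 2 Esrrb replicates. Their Spearman correlation was 0.9641, below the 0.9733 between the Esrrb replicates, so the values differ. This prediction was also written after the loci were seen. No biological explanation was tested for it.

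More genes responded to Hh-CM with Esrrb (497) than without (284). Deeper sequencing of samples with Esrrb was tested by relative depth, and their mean was 0.8785, against 1.206 in the others. Of the 568 genes past the thresholds in either comparison, 78.17% responded more with Esrrb. This set already holds more genes that passed only with Esrrb, so the share restates the difference and cannot exclude a choice of genes by the larger response. Leaving out a list of 29 genes of cell division, the only one of these 3 explanations with a prediction written beforehand, gave a ratio of the counts of 1.728 (477 against 276). The list is too short to change the ratio by much, so this cannot exclude cell division. The lower depth of the samples with Esrrb argues against deeper sequencing as the explanation. Cell density and differences between the lines were not testable. The pattern cannot be told apart from these, from cell division or from a choice of genes by the larger response.

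The listed genes of cell division responded more to Hh-CM with Esrrb, with a median log2 fold change of 1.516 against 0.8035 without. The list was written after such genes were seen among the sorted genes. All 28 tested genes had an interaction above 0, with a median of 0.5684, but only 4 had an adjusted p below 0.05. The share of 100000 random gene sets with a median as large was 1e-05, the smallest that this number of sets can give. Genes of a set are not independent. Because the list was written after such genes were seen, a small share was likely and does not test the pattern. A difference in the scale of FPKM, whose prediction was written before its test, left a median of 0.5636 after rescaling. Rescaling nearly cancels in a difference between responses, so this cannot exclude a difference in scale. A higher rate of cell division with Hh-CM in Esrrb cells may be an explanation, and differences in density between the cultures were not tested and cannot be told apart from it.

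Of the 88 genes changed at least 16-fold in a comparison, 57.95% had the same locus in all samples, against 54.85% of all tested genes (one-sided Fisher's exact test for a smaller share, p = 0.7559). Loci with different positions were thus not more frequent among them. Fdft1, at 0 in both Esrrb samples, had the same locus in all samples, so same positions cannot exclude a difference in assembly. Of the tested genes, 129 had an FPKM of exactly 0 in some samples and of at least 5 in others. An overlap with another annotated gene was found for 63.57% of these, against 41.86% of all tested genes (one-sided Fisher's exact test, p = 4.78e-07). This may be a reason for the zeros, if reads at overlapping genes were assigned to one locus in some samples and to another in others. The limit of 5 and both predictions were chosen after the largest changes were seen. Among the genes past both thresholds, 12, 8, 16, 8 and 11 had such values in the 5 comparisons, in the order given above. Their changes cannot be told apart from this explanation.

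Loci shorter than 200 bp held between 46.63% and 62.64% of the summed FPKM of a sample.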
